# Identification of Two Subsets of Murine DC1 Dendritic Cells That Differ by Surface Phenotype, Gene Expression, and Function

**DOI:** 10.3389/fimmu.2021.746469

**Published:** 2021-10-26

**Authors:** David Hongo, Pingping Zheng, Suparna Dutt, Rahul D. Pawar, Everett Meyer, Edgar G. Engleman, Samuel Strober

**Keywords:** dendritic cells, type I dendritic cells, type II dendritic cell, CD4 T cell, CD8 T cell, tumor vaccination

## Abstract

Classical dendritic cells (cDCs) in mice have been divided into 2 major subsets based on the expression of nuclear transcription factors: a CD8^+^Irf8^+^Batf3 dependent (DC1) subset, and a CD8^-^Irf4^+^ (DC2) subset. We found that the CD8^+^DC1 subset can be further divided into CD8^+^DC1a and CD8^+^DC1b subsets by differences in surface receptors, gene expression, and function. Whereas all 3 DC subsets can act alone to induce potent Th1 cytokine responses to class I and II MHC restricted peptides derived from ovalbumin (OVA) by OT-I and OT-II transgenic T cells, only the DC1b subset could effectively present glycolipid antigens to natural killer T (NKT) cells. Vaccination with OVA protein pulsed DC1b and DC2 cells were more effective in reducing the growth of the B16-OVA melanoma as compared to pulsed DC1a cells in wild type mice. In conclusion, the Batf3-/- dependent DC1 cells can be further divided into two subsets with different immune functional profiles *in vitro* and *in vivo*.

## Highlights

Two subsets of DC1 dendritic cells differ by surface phenotype, gene expression, and function.

## Introduction

The subset of CD8^+^dendritic cells (DCs) that is dependent on the Batf3 and Irf8 nuclear transcription factors for development and maturation in mouse lymphoid tissues has been extensively studied (1–5). This subset, that has been identified as DC1 by Murphy and co-workers (6, 7) plays a required role in the induction of CD8^+^ T cell immunity to tumors and viruses (8–15). DC1 cells express the surface markers CD11c and MHCII associated with all classical myeloid DCs, and express high levels of CD24 and XCR1 and low levels of CD172 (SIRPα) surface markers (5–16). This surface phenotype has been used to distinguish the DC1 subset from the CD8^-^ DC2 subset that expresses low levels of CD24 and XCR1 and high levels of CD172a (6, 7). Inactivation of the gene encoding Batf-3 results in the selective elimination of CD8^+^ and CD103^+^ DC1 DCs (17, 18). Both subsets express high levels of XCR1, low levels of CD172, and can stimulate CD8+ T cell immunity (19–21). In contrast to the DC1 subset, the DC2 subset is dependent on the Irf4 nuclear transcription factor and has been subdivided further into Notch2-dependent and KIf4-dependent populations (22, 23). Batf3 is expressed in both the Irf8^+^ and Irf4^+^ DCs (5). Nevertheless, the DC2 cells are predominantly Batf3 independent (20).

It is not clear whether the CD8^+^ Batf-3 dependent DC1 subset is homogeneous or whether it can be divided further into additional subsets. Phenotypic and functional heterogeneity of the subset has been described previously with regard to the expression of CD103 in the spleen, skin draining lymph nodes, tumors, and intestines (24–28). DC1 cells in the skin draining lymph nodes, tumors, and intestines express high levels of CD103 whereas DC1 cells in the spleen have low or undetectable levels (24–28). The CD8^+^ subset of DCs has been reported to be more potent than the CD8^-^ subset in cross-presenting cell associated protein antigens to conventional CD8^+^ T cells, and selective depletion of the CD8+ subset markedly attenuates CD8+ T cell immunity to tumors and viruses by virtue of cross antigen presentation (29–32). CD8^+^ DCs take up proteins from exogenous cell sources that are the source of the antigens, such as tumor cells and viral infected cells, process the proteins such that the derived peptides are cross-presented to CD8^+^ T cells after association with MHC receptors on the cell surface (1–11). In accordance with these observations, the ability of radiation therapy to induce T cell mediated durable complete remissions of solid and lymphoid tumors was dependent on the presence of CD8^+^Batf3 dependent DCs, since remissions observed in wild type mice were abrogated in *Batf3* ^-/-^ mice (33, 34). Remissions were restored by injecting CD8^+^ DCs into the tumors (33, 34).

Previous studies showed that after uptake of the soluble ovalbumin protein injected *in vivo*, the CD8^+^ DCs were effective at presenting the antigen to ovalbumin specific TCR transgenic CD8^+^T cells but not CD4^+^ T cells, and CD8^-^DCs were effective at presenting to transgenic CD4^+^T cell (32). These observations are consistent with the dominant role of CD8^+^DCs in the induction of CD8^+^T cell immunity to cell bound viral and tumor antigens. However, vaccination with soluble ovalbumin protein linked to antibodies directed to the DCIR2 surface receptor of the CD8^-^ subset of DCs induced effective CD8^+^T cell immunity against the B16-OVA melanoma tumor after injection of the conjugate *in vivo* (35). Thus, CD8^-^DC2 cells can also induce CD8^+^T cell immunity to an ovalbumin tumor antigen depending on the nature of the vaccination. However, it was not determined whether CD8^+^DCs in the tumor microenvironment were also required for the CD8^+^ T cell anti-tumor effect in addition to the systemic immune response induced by the DCIR2 targeted CD8^-^ DCs.

The CD8^+^DC1 and CD8^-^DC2 subsets have also been compared for their efficacy in presenting glycolipid antigens to NKT cells (36, 37). The latter T cells recognize glycolipids in association with the CD1d antigen presenting molecule (38–40). The DC1 subset was effective and the DC2 subset was ineffective in the induction of NKT cell anti-glycolipid immune responses. It is not clear whether the ability of the CD8^+^ DC1 subset to present soluble and cell associated protein antigens to CD8^+^ T cells, on one hand, and glycolipid antigens to NKT cells, on the other, is a function of a single subset or of at least two subsets of CD8^+^ DC1 cells.

The current study identified two major subsets of Batf3 dependent CD8^+^ DCs (DC1a and DC1b) that differ from each other and from the CD8^-^DC2 subset on the basis of clear differences in their surface receptors, and gene expression. The ability of all of the latter subsets to induce T cell immune responses to a variety of antigens was compared, and key differences were elucidated.

## Results

### Identification of 2 Subsets of CD8^+^ Batf3 Dependent DCs

Single cells were harvested from the spleen of adult wild type (WT) C57BL/6 mice, stained for surface receptors, and CD3-CD56-CD3-CD19-Gr-1- (Lin-) cells were analyzed by flow cytometry for CD11c vs MHC class II expression. As shown in (**Figure 1A**), 4.5% were contained in the box enclosing a discrete population of CD11c^+^MHCII^+^ cells that were identified as dendritic cells (DCs). Further study of the gated DCs in the spleen of WT mice for expression of CD8 vs CD172a showed that 3 populations of cells with discrete concentric contours were present (enclosed in ellipses in **Figure 1A**). Population 1 (identified as the DC1a subset in all subsequent Figures and Tables) contained CD8^hi^CD172^lo^ cells, population 2 (identified as the DC1b subset) contained CD8^int^CD172^int^ cells, and population 3 (identified as DC2 subset) contained CD8^-^CD172^hi^ cells. In order to determine whether populations 1 and 2 expressed the Irf8+/Irf4- nuclear factor expression pattern that characterizes DC1cells, all three populations were gated separately, and stained for intracellular Irf8 and Irf4. As shown in the histograms in **Figure 1A**, both the DC1a and DC1b populations expressed the Irf8+/Irf4- pattern. In contrast, the DC2 population, expressed the Irf8-Irf4+ pattern that has been shown previously to characterize the DC2 subset. The mean percentages of the 3 populations among gated CD11c^+^MHC^+^ cells enclosed in the ellipses in the spleen of C57BL/6 WT mice are shown in the panel of **Figure 1B**. DC1a, DC1b, and DC2 subsets made up about 12%,48%, and 40% of total DCs respectively. In additional experiments, the mean percentages of the 3 subsets among splenic DCs in C57BL/6 and BALB/c WT mice were compared. The DC1b cells represented the majority of DCs in both strains, and the mean percentage of DC2 cells was significantly higher in the BALB/c mice.

**Figure 1:**
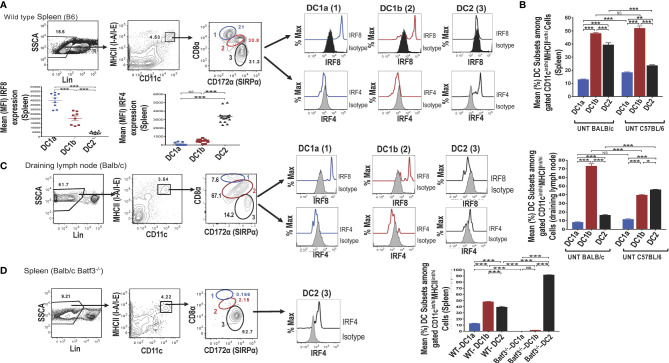
Identification of 2 subsets of CD8^+^ Batf3 dependent DCs. Spleen cells from untreated wild-type (WT) C57BL/6 or BALB/c mice were stained and analyzed by flow cytometry for DC susbsets. **(A)** Show representative two color FACS gating strategy to identify MHCII(I-A/I-E)^+^ CD11+ total DCs after gating on lineage negative (CD3, B220, CD19, CD56, Gr-1) spleen cells. Boxes in panels show the percentages of cells enclosed. Gated total DCs cells were further analyzed for CD8 *versus* CD172a, and 3 discrete populations were observed; populations 1 (DC1a), 2 (DC1b), and 3 (DC2) (indicated by blue, red, and black ovals) respectively. The 3 populations were analyzed for intracellular staining of the Irf8 and Irf4 nuclear factors compared to isotype control staining. Representative histograms are shown as well as the mean (MFI) for Irf8 and Irf4 staining intensity among the gated DC populations (n = 8-10). One-way ANOVA (Holm-Sidak’s multiple comparison test) was used for statistical analysis. *p < 0.05, **p < 0.01, ***p < 0.001, NS-not significant (p > 0.05). **(B)** Compares the mean (± SEM) percentages of populations 1 (DC1a), 2 (DC1b), and 3 (DC2) among total DCs from the spleens of untreated (UNT) WT C57BL/6 and BALB/c mice (n =18-20). **(C)** Shows staining for CD8α *versus* CD172 on gated CD11c^+^MHCII^+^ draining lymph node cells from WT BALB/c mice. The 3 gated populations of DCs were stained for Irf8 and Irf4, and representative histograms are shown. The bar graphs compare the mean percentages of DC1a, DC1b, and DC2 cells from draining lymph nodes of WT BALB/c and C57BL/6 mice **(D)** Shows representative two color FACS patterns of CD11c+ MHCII+ cells among spleen cells from *Batf3* ^-/-^ BALB/c mice. Gated cells from each box were further analyzed for CD8 *versus* CD172a. Too few populations 1 and 2 cells were available to stain for nuclear factors, and expression of Irf4 by population 3 is shown in a representative histogram. The mean percentages of the 3 DC populations are compared from WT *versus* Batf3-/- BALB/c mice in the bar graphs.

The mean fluorescence intensity (MFI) of staining for Irf8 and Irf4 among the 3 populations of gated splenic DCs is shown in **Figure 1A**. Mean intensity for Irf8 was highest in the DC1a cells, intermediate in DC1b cells and at background levels in DC2 cells. Differences in means were statistically significant for all 3 populations (p<0.001). As expected, the staining pattern for Irf4 showed the opposite pattern with the mean for Irf4 significantly increased (p<0.001) as compared to background staining levels for DC1a and DC1b cells.

Similar analysis of expression of CD8 vs CD172 on gated DCs from the draining lymph nodes of WT BALB/c mice showed that the same discrete contours for 3 populations was observed, and histograms of Irf8 and Irf4 staining followed the pattern observed in the spleen (**Figure 1C**). Although the mean percentage of DC1b cells in the draining nodes of BALB/c mice was about 70%, the DC2 cells constituted the majority of DCs in the draining nodes of C57BL/6 mice (**Figure 1C**).

Additional analysis of gated DCs from the spleen of Batf3-/- BALB/c mice showed a dramatic reduction of the DC1a and DC1b cells in representative histograms, and the DC2 cells with the Irf8-Irf4+ pattern accounted for about 93% of total DCs (**Figure 1D** **)**. The DC1a and DC1b population each made up means of less than 3% of the gated DCs, and the DC2 cells made up a mean of over 90% (of **Figure 1D**). Mean percentages of each subset are compared for BALB/c WT *versus* Batf3-/- mice in the bar graph in **Figure 1D**. Mean percentages for DC1a and DC1b cells in the latter mice were below 2% and the mean for DC2 cells was above 90%. The loss of DC1a and DC1b subsets indicated that these were CD8^+^Batf3 dependent DCs that have been previously identified as DC1 cells (6, 7). The DC2 subset was similar to the CD8^-^CD172^hi^ subset previously identified as the DC2 subset (6, 7).

### DC1a, DC1b and DC2 Cells Differ in Their Expression of Multiple Surface Markers

In an effort to further distinguish the DC populations from one another, we stained the 3 gated subsets of DCs in the WT BALB/c spleen for a variety of additional surface receptors including those previously shown to identify DC1 cells such as XCR1 and CD24 (5–7). **Figure 2A** shows that XCR1, CD24, DEC205, Tim-3, Clec9A, BTLA, MHCII, and CD8 were highly expressed on DC1a cells as compared to other DC populations (MFI vs DC1b and DC2 cells p<0.001). In contrast, the MFI for CD1d, CD103, and Tim4 on DC1b cells was significantly increased as compared to that of DC1a and DC2 cells (**Figure 2B**). Surface receptors highly expressed on DC2 cells as compared to DC1a and DC1b cells were CD11b, CD40, CD172, and CD4 (p<0.001) (**Figure 2C**). **Figure 2D** summarizes the patterns of high levels of receptor expression that distinguishes each of the 3DC populations.

**Figure 2:**
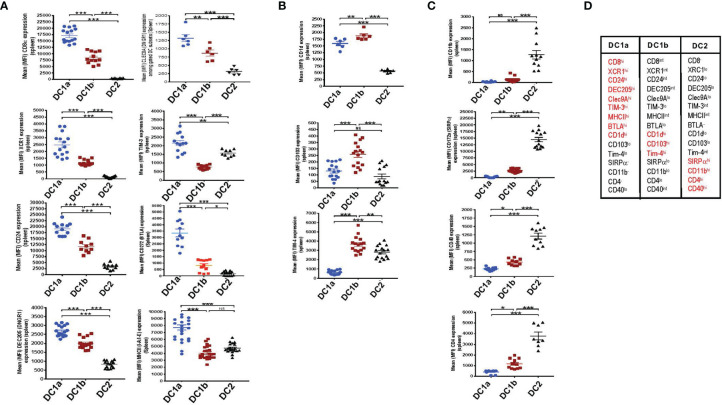
DC1a and DC1b cells in the spleen differ in their expression of multiple surface markers that also distinguish them from DC2 cells. **(A)** Shows individual and mean (MFI) levels of staining intensity of receptors that are most highly expressed on gated population 1(*DC1a*) cells including CD8a, XCR1, CD24, DEC205, Clec9A, TIM-3, MHCII, and BTLA (CD272) in WT BALB/c spleen cell samples. **(B)** Shows MFI levels of receptors most highly expressed on population 2 (*DC1b*) cells including CD1d, CD103, (DNGR1), and TIM-4. **(C)** Shows MFI levels of receptors most highly expressed on population 3 (*DC2*) cells including CD11b, CD172a (SIRP), CD40, and CD4. **(D)** Table shows the summary patterns of high expression of surface receptors on 3 DC subsets in the spleen. Receptors in red are those with MFIs that were significantly increased as compared to that of the two other DC populations. (N = 10-20). One-way ANOVA (Holm-Sidak’s multiple comparison test) was used for statistical analysis. *p < 0.05, **p < 0.01, ***p < 0.001, NS, not significant (p > 0.05). MFI, mean fluorescence intensity.

### DC1a, DC1b and DC2 Cells Differ in Their Tissue Distributions

In further studies, we elucidated the distribution of the DC populations in the mesenteric lymph nodes (msLNs), intestines (gut), liver, and peripheral blood. Mononuclear cells were collected from the four tissue sources from WT BALB/c mice, and the percentages of these cells among total DCs were determined and compared to that in the spleen and draining lymph nodes. MHCII+CD11c+ total DCs from each tissue were gated as before and analyzed for the expression of CD8 *versus* CD172 as shown in **Figure 3A**. Three DC populations were clearly identified among the the msLN cells and peripheral blood mononuclear cells (PBMC) as shown in the representative two color stainings. In contrast, only one population of DCs that had the staining characteristics of DC1b cells was found among the gut mononuclear cells, and neither the DC1a nor the DC2 populations were identified (**Figure 3A**). Two DC populations with characteristics of the DC1a and DC1b cells were found among liver mononuclear cells, and the DC2 population was not observed (**Figure 3A**).

**Figure 3:**
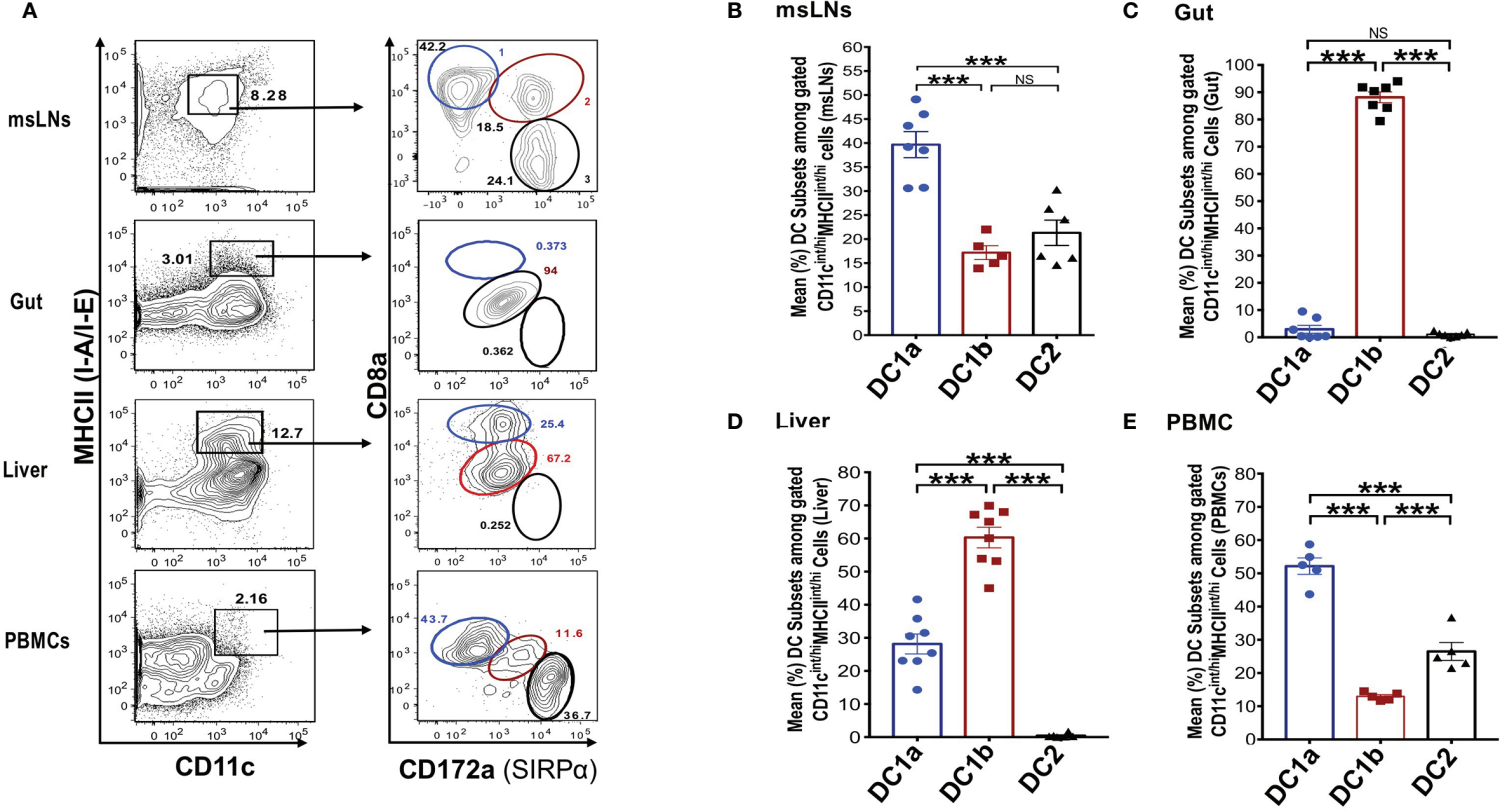
Distribution of 3 DC subsets in different tissues (mesenteric LNs, gut, liver and PBMCs). **(A)** Shows representative FACS staining of gated MHCII+CD11c+ total DCs from mesenteric lymph nodes (msLNs), intestines (gut), liver and PBMCs of WT BALB/c mice. Total DCs were further analyzed for CD172a *versus* CD8a staining, and ellipses outline populations 1,2, and 3(DC1a, DC1b, DC2). Mean (SEM) percentages of 3 DC populations among total DCs in **(B)** msLNs, **(C)** gut, **(D)** liver, and **(E)** PBMCs cells. (N = 6-10). One-way ANOVA (Holm-Sidak’s multiple comparison test) was used for statistical analysis. ***p < 0.001, NS, not significant.

**Figures 3B-E** shows the mean percentages of each DC population among total DCs from the 4 tissues. Each population accounted for a mean of at least 10% among total DCs in the msLNs and PBMC, and the mean percentage of DC1a cells were significantly increased as compared to the other populations in these tissues (p<0.001) (**Figures 3B, E**). The mean percentage of DC1a and DC2 cells among total DCs in the gut accounted for less that 2%, and almost all were DC1b cells (**Figure 3C**). The mean percentage of DC2 cells was below 1% in the liver, and about 60% were DC1b cells and 30% DC1a (**Figure 3D**). In summary, three populations of DCs were found in the msLNs and PBMC as was observed in the spleen and draining lymph nodes. Whereas the dominant population in the latter two tissues was DC1b, the dominant population among the msLNs and the PBMC was DC1a. DC2 cells were not identified in the two non-lymphoid tissues (gut and liver), and were easily identified in the four lymphoid tissues.

### Gene Expression Profiling Distinguishes the 3 DC Populations

In order to compare the gene expression pattern of the 3 DC populations in the spleen of WT BALB/c mice, the cells were sorted by flow cytometry according to the gates shown in **Figure 1A** for populations 1, 2, and 3, RNA was extracted from the sorted cells, and the gene expression profiles were compared using the RNAseq. **Figure 4A** shows the heat map comparison of gene expression for sorted DC1a vs DC1b cells, **Figure 4B** shows the comparison for DC1a vs DC2 cells, and **Figure 4C** shows the comparison for DC1b vs DC2 cells. 

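Each population was sequenced from 2 pools of untreated BALB/c mice, numbered 1 and 2 in the sample labels, which gave 6 libraries of sorted spleen cells. DC1a, DC1b and DC2 cells carry the same pool numbers, so the libraries of a pool were taken to come from the same mice. RNA was copied to cDNA and amplified with a kit made for small numbers of cells before sequencing. The deposited values are estimated counts, whole numbers of reads per gene that the authors derived from the read coverage of each gene's transcripts, without normalization for depth or gene length. Total counts per library lay between 19256447 and 28688091, with a median of 24796280. At these totals 3 counts, taken as the floor of detection, correspond to between 0.105 and 0.156 CPM, which are counts scaled to the library total. Amplified reads are not independent molecules and no molecular identifiers are described, so these floors cover counting error only. Counts were scaled with edgeR's TMM factors, which lay between 0.862 and 1.14, and 15785 genes passed its filter on low expression. All 6 libraries entered a single fit of edgeR's quasi-likelihood model, and genes were called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over the genes tested. The biological coefficient of variation between duplicates was 0.868. When tested on counts simulated for the real genes with the same spread, the fit recovered 64 of 200 changed genes among 15031 tested, and 1 of its 65 calls was false. A gene that was not called is therefore not shown to be unchanged.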

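Of the genes tested, 160 were past the threshold in DC1b versus DC1a cells (128 higher and 32 lower in DC1b), 282 in DC2 versus DC1a cells (157 higher and 125 lower in DC2) and 45 in DC2 versus DC1b cells (12 higher and 33 lower in DC2). At an unadjusted p under 0.05 there were 2691, 3065 and 2297 genes. A total of 363 genes were past the threshold in at least 1 comparison and 85 in both comparisons with DC1a, while Mctp2 and Mmp12 were past it in all 3. In 15, 25 and 4 of the calls, 1 of the populations compared was at or under the floor in both libraries. DESeq2's Wald test in place of edgeR's moved the numbers most, to 1825, 2324 and 1563 genes, which included each of the 160, 282 and 45. It also moved the share of genes higher in the first population named, from 80.0% to 58.8% in DC1b versus DC1a and from 26.7% to 46.1% in DC2 versus DC1b. On the simulated counts, 211 of the 327 calls of DESeq2 were false. Only 200 genes were changed there, so this share need not hold for the real calls. With the pool as a replicate block, 0 genes were past the threshold in each comparison, and 2224, 2546 and 1906 were at an unadjusted p under 0.05. Residuals of libraries that share a pool number had correlations over genes of 0.00584 (DC1a and DC1b), 0.0146 (DC1a and DC2) and -0.00689 (DC1b and DC2), so little of the difference between duplicates was shared across the populations of a pool.

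By the fitted log2 fold change, the genes highest in DC2 relative to DC1a cells were Clec4a4, Sh2d1b1, Ms4a4a, Lilra5 and Pilrb1. None had a count in either DC1a library, so their folds are lower bounds and the fitted order is not an order of size. Clec4a4, a C-type lectin gene on chromosome 6 of GRCm38 from 122990367 to 123024105, had 289 and 226 CPM in the DC2 libraries, at least 2010-fold higher than the DC1a floor (adjusted p = 0.0257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The bounds of the other genes ran from at least 318-fold for Pilrb1 to at least 1650-fold for Sh2d1b1. Pilrb1 overlaps another gene on the other strand, and the counting is not stated to use strand, so its level is uncertain. Lowest by the fitted value in DC2 relative to DC1a cells were Hebp2, Gstp2, Htr7, Myb and Cd207. Fitted values against counts of 0 are not measures of size, so genes outside this list can have larger folds in CPM. Cd8a, for example, had means of 532 CPM in DC1a and 0.489 CPM in DC2 cells. Hebp2, a heme-binding protein gene on chromosome 10 from 18539498 to 18546076, had 38.4 and 54.9 CPM in DC1a cells, at least 355-fold higher than the DC2 floor (adjusted p = 0.0322 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gstp2 lies beside a near-identical copy, Gstp1, and its count was 0.164 to 0.235 of the Gstp1 count in 21 libraries but 0 in the 2 DC2 libraries, where Gstp1 had 2175 and 4293 counts, so the level of Gstp2 is uncertain. Myb overlaps a gene on the other strand and is uncertain for the same reason as Pilrb1.

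In DC2 versus DC1b cells the largest increases were in Mmp12, Abcg3, Egr1, Cd274 and Tmem131l, with log2 fold changes from 2.74 to 4.83. Mmp12, a metalloproteinase gene on chromosome 9 from 7344381 to 7369499, rose from 29.8 ± 10.4 CPM in DC1b cells to 845 ± 87.1 CPM in DC2 cells (SD, n = 2 each), a log2 fold change of 4.83 (standard error 0.51, adjusted p = 0.0482 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Standard errors of log2 fold changes were derived here as the size of the change divided by the root of the quasi-likelihood statistic. Cd274, the gene of PD-L1, rose from 28.9 ± 1.48 to 211 ± 17.6 CPM (SD, n = 2 each). Mctp2, Gstp2, Gm21762, Cox6a2 and D13Ertd608e showed the largest decreases by the fitted value. Mctp2 had 275 and 174 CPM in DC1b cells and no count in DC2 cells, at least 1700-fold lower (adjusted p = 0.0235 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm21762 and D13Ertd608e are similar genes on chromosome 13 whose reads are hard to tell apart, while Mmp12, Abcg3, Mctp2 and Cox6a2 overlap other genes, so the levels of these 6 are uncertain.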

The 3 heat maps clearly distinguished the gene expression patterns of the 3 sorted populations. 

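Among the genes higher in DC1b than in DC1a cells, the 5 with the largest fitted changes were Pltp, Il12a, Sh2d1b1, Fbxl13 and Gm10109. No DC1a library had a count for any of them, so the fitted order is not an order of size. Il12a, which encodes the p35 subunit of interleukin-12 on chromosome 3 of GRCm38 from 68690644 to 68698547, had 108 and 87.2 CPM in DC1b cells and 2 counts and 0 counts in the DC2 libraries. Its level in DC1b was at least 763-fold higher than the DC1a floor (adjusted p = 0.0406 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Sh2d1b1, a signaling adaptor gene on chromosome 1 from 170277320 to 170286769, was at least 694-fold higher (adjusted p = 0.0256 from the same test, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was also expressed in DC2 cells, at 244 and 176 CPM. The bounds were at least 1050-fold for Pltp, 676-fold for Fbxl13 and 525-fold for Gm10109, a pseudogene. All 3 overlap genes on the other strand (Pltp overlaps Ctsa and Gm10109 overlaps Klk1), so their counts are uncertain. The 5 largest decreases were those of Cacnb3, Pja1, Ckb, 2310031A07Rik and Ppfibp2, with log2 fold changes from -5.98 to -3.01. Cacnb3, a calcium channel subunit gene on chromosome 15 from 98630840 to 98644529, decreased from 103 ± 47.3 CPM in DC1a cells to 1.64 ± 0.434 CPM in DC1b cells (SD, n = 2 each), a log2 fold change of -5.98 (standard error 0.58, adjusted p = 0.0270 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ckb, the brain creatine kinase gene, decreased from 214 ± 62.8 to 19.6 ± 3.75 CPM (SD, n = 2 each). The levels of 2310031A07Rik and Ppfibp2, which overlap other genes, are uncertain.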

Further quantitative analysis of differences in the immune response and signaling pathways encoded by the upregulated genes of the DC1b *versus* DC1a cells are shown in **Supplemental Figure 1**.

**Figure 4:**
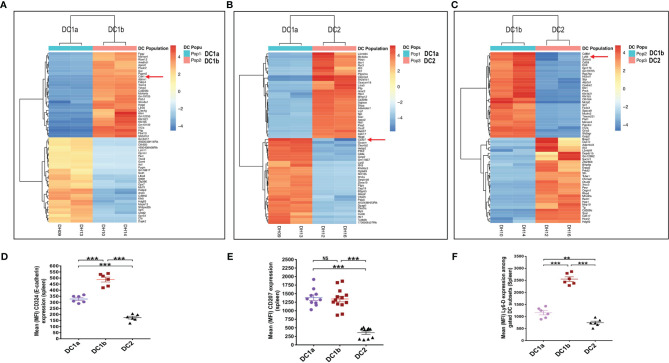
Gene expression profiling reveals additional differences between the 3 DC subsets. **(A)** Heat map of genes with significantly increased or decreased expression levels (as determined by RNA-seq analysis) in sorted DC1a (Pop 1) *versus* DC1b (Pop 2) or **(B)** DC1a (Pop 1) *versus* DC2 (Pop 3) or **(C)** DC1b (Pop 2) *versus* DC2 (Pop 3) from the WT BALB/c spleen. Each row represents a gene identified on the right side of the map, and each column represents a result from a single sample. The color scale shown on the map shows the relative expression levels of the genes across all the samples. Red and yellow shades represent higher expression levels, while blue shades represent lower expression levels. **(D–F)** Representative staining intensities and MFI of upregulated receptors CD207 (langerin), CD324 (E-cadherin; *Cdh1*), and Ly6-D cells on DC subsets (n = 10-20). The genes of these three markers were identified by the RNAseq analysis and were stained to confirm their expression at the protein level. One-way ANOVA (Holm-Sidak’s multiple comparison test) was used for statistical analysis of MFI. *p < 0.05, **p < 0.01, ***p < 0.001, NS, not significant (p > 0.05).

In particular, genes encoding pro-inflammatory and allograft rejection immune response pathways including upregulation of signaling pathways for TNFalpha and IL-2 were significantly increased in the DC1b *versus* DC1a cells as judged by normalized enrichment scores (NES)(**Supplementary Figure 1A**). 

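A normalized enrichment score sets how far the genes of a list gather at either end of all genes ranked by their difference against what random lists of that size give. Scores were computed with fgsea from the 15785 genes ranked by the signed root of edgeR's quasi-likelihood statistic. The paper's text does not name its gene sets, so 8 lists of 107 to 242 tested genes were written from the names of its pathways, and p was adjusted over 24 pairs of list and comparison by the Benjamini-Hochberg method. The p of such a score compares genes, which are not independent replicates, and does not count mice. In DC1b versus DC1a cells the allograft rejection list scored 1.65 (fgsea adjusted p = 0.00116), with 83 of its genes higher and 70 lower. The inflammatory response list scored 1.35 (fgsea adjusted p = 0.0451), the TNF and NF-kB list 1.28 (fgsea adjusted p = 0.0636) and the IL-2 and STAT5 list 1.19 (fgsea adjusted p = 0.153), so the last 2 were not past the threshold. The median log2 fold changes of these 4 lists were 0.19, 0.09, 0.07 and 0.28. Within pool 1 and pool 2 alone, genes were ranked by the difference in log2 CPM and not by the quasi-likelihood statistic. The scores were 1.31 and 1.38 for allograft rejection, -1.16 and 1.26 for the inflammatory response, 0.96 and 1.03 for TNF, and 0.95 and 1.21 for IL-2. Scores of single pools thus differ from the main ones in the ranking as well as in the libraries. Among 10000 random lists matched on expression, gene length and GC content, the median of the allograft rejection list lay at percentile 95.54, that of the inflammatory list at 51.25, TNF at 48.47 and IL-2 at 91.63. The alternative that moved the calls most was ranking genes by log2 fold change, followed by limma's camera test, which allows for correlation between genes. Each of them put none of the 4 lists past the threshold (adjusted p for allograft rejection of 0.102 with fgsea and 0.321 with camera, over a range of 0.000267 to 0.321 in 6 alternatives). The TNF list scored 1.43 with genes ranked by the DESeq2 Wald statistic and 1.36 with DESeq2's size factors, both past the threshold. With the pool as a replicate block in the fit behind the ranking, each of these 4 lists stayed on its side of the threshold, and allograft rejection scored 1.67.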

Similar upregulation of genes encoding pro-inflammatory response pathways and cytokine signaling including interferon alpha and gamma, TNFalpha, or IL-2 were observed as judged by NES when DC2 cells were compared to DC1a cells or when DC2 cells were compared to DC1b cells (**Supplementary Figures 1B, C**). In contrast, expression of gene pathways encoding Myc targets and oxidative phosphorylation were reduced when comparing DC1b *versus* DC1a cells, and DC2 *versus* DC1a cells. 

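In DC2 versus DC1a cells the TNF and NF-kB list scored 2.47 (fgsea adjusted p = 1.18e-13), with 125 genes higher and 41 lower and a median log2 fold change of 1.12. The other lists of this group scored 1.71 for IL-2 and STAT5, 1.51 for the type I interferon response, 1.62 for the interferon gamma response and 1.71 for the inflammatory response, with fgsea adjusted p = 0.00116, 0.0154, 0.00108 and 0.000786. In DC2 versus DC1b cells the TNF list scored 2.54 (fgsea adjusted p = 1.18e-15), with 120 genes higher and 45 lower. The interferon gamma list scored 1.84, the inflammatory list 1.66 and the IL-2 list 1.54 (fgsea adjusted p = 2.72e-05, 0.00141 and 0.00743). The type I interferon list scored 1.19 (fgsea adjusted p = 0.144) and was not past the threshold, and its score was -0.90 with the filter of 10 counts in every library and -1.34 with a Reactome interferon alpha and beta set. With genes ranked by log2 fold change, the IL-2 list changed direction in DC2 versus DC1b cells, to -1.09. Within pool 1 and pool 2 alone, genes were again ranked by the difference in log2 CPM. The TNF list there scored 1.73 and 1.69 in DC2 versus DC1a cells and 1.55 and 1.29 in DC2 versus DC1b cells. The IL-2 list differed in direction between the pools in both comparisons, with 1.16 and -1.14 relative to DC1a and 1.05 and -1.11 relative to DC1b, and so did the inflammatory list in DC2 versus DC1b cells, with 1.26 and -0.96. Among the matched random lists the medians of the IL-2, type I interferon, interferon gamma, inflammatory and TNF lists lay at percentiles of 97.47, 97.3, 96.28, 99.99 and 100 in DC2 versus DC1a cells and of 99.96, 97.66, 99.99, 100 and 100 in DC2 versus DC1b cells. Correlation between genes, as camera takes it into account, left the TNF and interferon gamma lists past the threshold in DC2 versus DC1b cells (camera adjusted p = 7.42e-06 and 0.0171, within ranges over the alternatives of 2.05e-17 to 0.0351 and 2.36e-05 to 0.141). It put neither the inflammatory nor the IL-2 list past it there (camera adjusted p = 0.0717 and 0.0965, within ranges of 9.30e-05 to 0.618 and 0.000451 to 0.463), nor the type I interferon, interferon gamma or IL-2 lists in DC2 versus DC1a cells (camera adjusted p = 0.207, 0.177 and 0.0917, the first 2 being the highest of their alternatives and the IL-2 list ranging from 8.04e-05 to 0.538).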

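The oxidative phosphorylation list, 188 genes, scored -2.58 in DC1b versus DC1a cells (fgsea adjusted p = 1.61e-17) and -2.72 in DC2 versus DC1a cells (fgsea adjusted p = 1.26e-20), with 129 and 131 of its genes lower. Its median log2 fold changes were -0.53 and -0.59. The Myc target list, 242 genes, scored -2.19 (fgsea adjusted p = 9.93e-13) and -2.09 (fgsea adjusted p = 1.05e-09), with 162 and 160 genes lower and median log2 fold changes of -0.31 and -0.30. Few members were past the threshold as single genes. In DC1b versus DC1a cells it was 1 of the oxidative phosphorylation list (Cyb5a, named after its value was seen) and 0 of the Myc list, with 61 and 39 at an unadjusted p under 0.05. In DC2 versus DC1a cells it was 10 and 4 (the 4 being Hspe1, Npm1, Psma7 and Rps6, named after their values were seen), with 87 and 58 unadjusted. Both lists were lower in each pool taken alone. Among the matched random lists, the medians of the 2 lists lay at percentiles of 0 in DC1b versus DC1a cells, and at 0.01 for the Myc list and 0.03 for the oxidative phosphorylation list in DC2 versus DC1a cells. The random lists matched to oxidative phosphorylation were themselves shifted down, with medians from -0.37 to -0.07 in DC1b versus DC1a cells and from -0.43 to -0.07 in DC2 versus DC1a cells. With genes ranked by log2 fold change the Myc list scored -1.22 in DC1b versus DC1a cells and was no longer past the threshold. Between DC2 and DC1b cells the Myc list scored -0.97 (fgsea adjusted p = 0.530) and the oxidative phosphorylation list -1.41 (fgsea adjusted p = 0.0198).

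**Figure D1:**
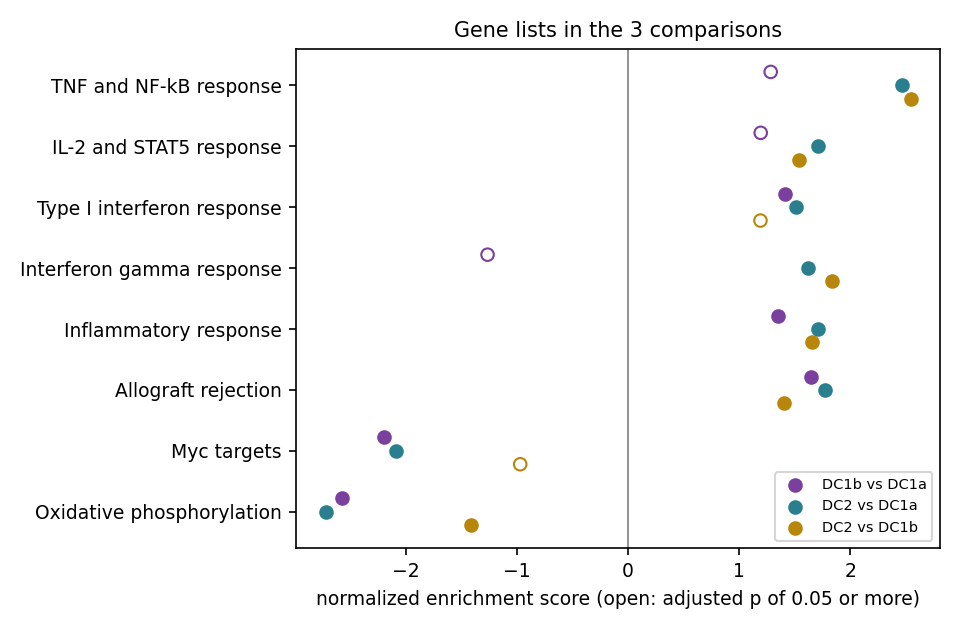
Normalized enrichment scores (horizontal axis, no unit) of 8 gene lists in the 3 comparisons of DC populations. Filled points are past an adjusted p of 0.05 and open points are not, and the Myc and oxidative phosphorylation lists lie between -2.72 and -0.97.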

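Principal components were computed from log2 CPM with a prior count of 2, centred by gene and not scaled. The first component held 30.1% and the second 28.2% of the variance among the libraries, followed by 18.2% for the third. On the first component the DC2 libraries lay at 147 and 151, the DC1b libraries at -55.8 and -50.4, and the DC1a libraries at -94.3 and -97.3. The second component separated the DC1a libraries, at 108 and 118, from the DC1b libraries, at -138 and -136. In the plane of both components the largest distance between duplicates was 17.0, less than any distance between populations. The third component separated the DC2 duplicates, at -144 and 143. DESeq2's variance stabilizing transformation, with the 500 most variable genes, moved the shares most, to 46.5% and 40.6%.

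**Figure D2:**
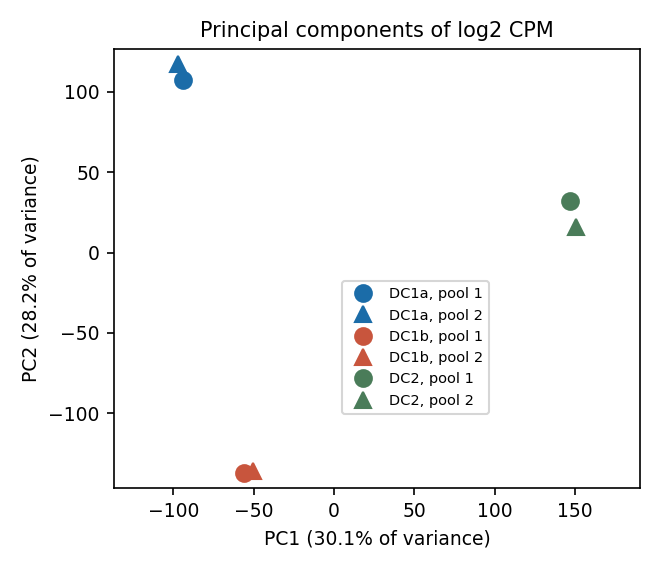
Scores of the 6 libraries on the first component (horizontal axis) and the second (vertical axis), with colors for the populations and shapes for the pools. Duplicates lie within 17.0 of each other and populations lie farther apart than that.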

Principal component analysis (**Supplementary Figure 1D**) also showed marked differences in gene expression patterns of the 3 DC populations with variances of 40% and 29% for PC1 and PC2 respectively. Duplicate experiments for purification of each of the 3 populations showed marked concordance of gene expression patterns within each population as compared to marked differences between populations (**Supplemental Figure 1E**).

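Pearson's r between libraries, taken over genes on the same log2 scale, lay between 0.783 and 0.882 for the 3 pairs of duplicates and between 0.711 and 0.738 for the 12 pairs from different populations. Genes are not independent replicates, so these correlations describe the libraries and carry no p. Of the alternatives, the 500 most variable genes moved the values most, to 0.511 for the lowest pair of duplicates and 0.0177 for the highest pair from different populations. With every gene that had a count, the lowest pair of duplicates, 0.879, was below the highest pair from different populations, 0.881. The paper reports that its heat maps set the 3 populations apart, that the populations differed markedly by principal components and that duplicates were concordant.

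**Figure D3:**
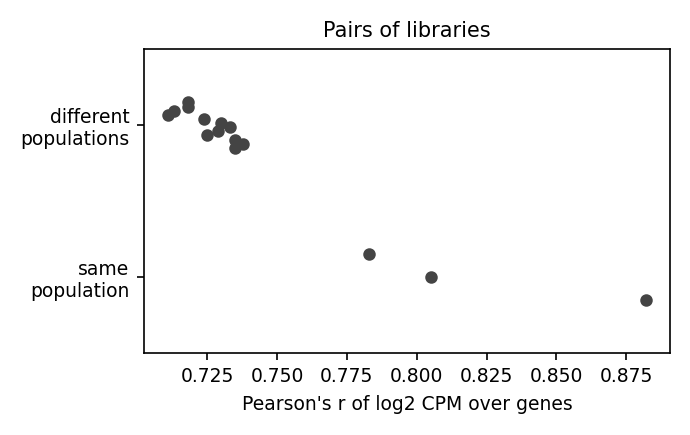
Pearson's r between pairs of libraries (horizontal axis, no unit), with each point a pair from the same population or from different populations. The 3 pairs of duplicates lie at 0.783 or above and the 12 other pairs at 0.738 or below.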

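Cdh1, which encodes E-cadherin, lies on chromosome 8 of GRCm38 from 106603351 to 106670246. It had 36.8 and 33.2 CPM in the DC1b libraries, no count in either DC1a library and 2 counts in each DC2 library. The DC1b mean of 35.0 CPM stands against a DC1a floor of 0.128 CPM, so any fold is a lower bound and the fitted log2 fold change of 12.71 is not a measure of size (standard error 1.23, adjusted p = 0.0423 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out each library in turn kept the fitted value between 12.64 and 12.76. It was not past the threshold with the 4 libraries of the 2 populations alone, with all 23 libraries of the series or with the pool as a replicate block, where the fitted value was 12.71 and the adjusted p = 0.130 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over 6 alternatives 4.81e-11 to 0.153).

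Cd207, the langerin gene, on chromosome 6 from 83671215 to 83677857, had 896 ± 96.2 CPM in DC1a cells, 168 ± 1.59 CPM in DC1b cells and 0.276 ± 0.391 CPM in DC2 cells (SD, n = 2 each). Its log2 fold change in DC1a versus DC2 cells was 11.56 (standard error 1.16, adjusted p = 0.0254 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The DC2 libraries had 14 counts and 0 counts, and leaving out each library in turn gave values from 10.65 to 17.38. With the pool as a replicate block the log2 fold change was 11.69 and was not past the threshold (adjusted p = 0.0795 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over 6 alternatives 2.57e-14 to 0.0795).

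Ly6d, on chromosome 15 from 74762056 to 74763620, had 133 and 241 CPM in the DC1b libraries, 9.07 and 31.3 CPM in the DC1a libraries, and 0 counts and 4 counts in the DC2 libraries. Its log2 fold change in DC1b versus DC2 cells was 10.95 (standard error 1.41) and was not past the threshold (adjusted p = 0.0615 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over 6 alternatives 9.45e-23 to 0.259). It was past the threshold with DESeq2, at 11.01, and with no filter on low expression, at 10.96. With the pool as a replicate block it was 11.18, and it lay between 9.90 and 15.17 when each library was left out in turn.

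**Figure D4:**
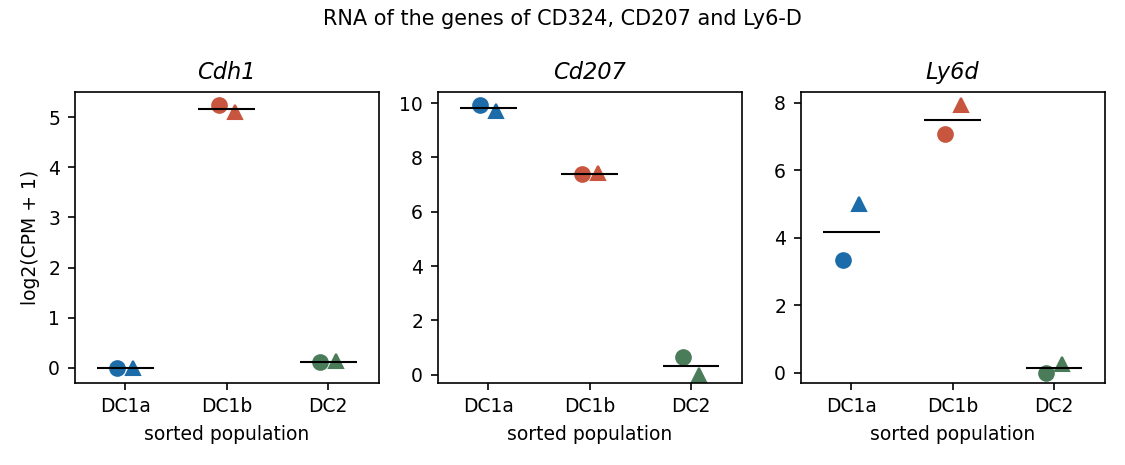
RNA levels of Cdh1, Cd207 and Ly6d as log2 of CPM plus 1 (vertical axis, a separate scale for each gene) in DC1a, DC1b and DC2 cells. Each point is a library, circles are pool 1, triangles are pool 2 and lines are means of n = 2 libraries, and Cdh1 reads 0 in both DC1a libraries.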

Analysis of the upregulated genes shown in **Figures 4A-C** identified three surface proteins that were predicted to be upregulated in DC1b vs DC1a cells: CD324 (E-cadherin), DC1a vs DC2 cells CD207 (langerin), and DC1b vs DC2 cells (Ly6-D). Staining of the splenic DCs showed that the MFIs of the 3 receptors were increased the appropriate cell populations as predicted by the gene expression patterns (**Figures 4D–F**).

### All 3 DC Subsets Present Class I and II MHC Restricted OVA Peptide Antigens to OT-I CD8^+^ T Cells and OT-II CD4^+^ T Cells Respectively

We tested the ability of the 3 DC subsets to present a class I MHC restricted ovalbumin (OVA) peptide antigen to OT-1 CD8^+^T cells harvested from C57BL/6 mice bearing a transgenic TCR that recognizes this peptide antigen (41, 42). In addition, we tested the ability of the 3 DC subsets to present a class II MHC restricted peptide to OT-II CD4^+^ T cells with the appropriate transgenic TCR (42). Since the 3 DC subsets described above expressed both class I and class II MHC on their cell surfaces, we hypothesized that each DC subset would be able to present both the class I and class II restricted peptides to the OT-I and OT-II T cells respectively when the peptides were added to cultures of each DC subset with the appropriate T cells. However, the lower levels of class II MHC on DC1b cells as compared to the DC1a and DC2 cells, could reduce the activity of the former as compared to the latter subsets with regard to presentation of the class II restricted peptide.

In order to test the antigen presenting activity of the 3 DC subsets independent of the need for antigen processing, OT-1 CD8^+^ T cells were harvested from the spleens of C57BL/6 transgenic mice and cultured in the presence or absence of sorted C57BL/6 DC1a, DC1b, or DC2 cells in the presence or absence of the class I MHC restricted SIINFEKL peptide derived from ovalbumin. Culture supernatants were assayed for IL-4, IFN, IL-13, and IL-2. **Figure 5A** shows that all 3 subsets of DCs stimulated the robust secretion of IFN and IL-2 with little or no secretion of IL-4 (<100pg/ml) and modest secretion of IL-13 (<600pg/ml). The mean concentrations of IFN (about 9,000 pg/mL) in the cultures containing the combination of CD8^+^T cells with each DC subset, and peptide were increased (p<0.001) as compared to the means in cultures containing the combination of CD8^+^ T cells and peptide without the DCs. DC1a cells stimulated a mean concentration that was a few hundred pg/mL higher than that of the DC1b and DC2 cells (p<0.05). In contrast, the DC2 subset stimulated the highest secretion of IL-2 (mean about 12,5000pg/mL) that was about 10,000 pg/mL higher than that stimulated by the DC1a subset (p<0.001).

**Figure 5:**
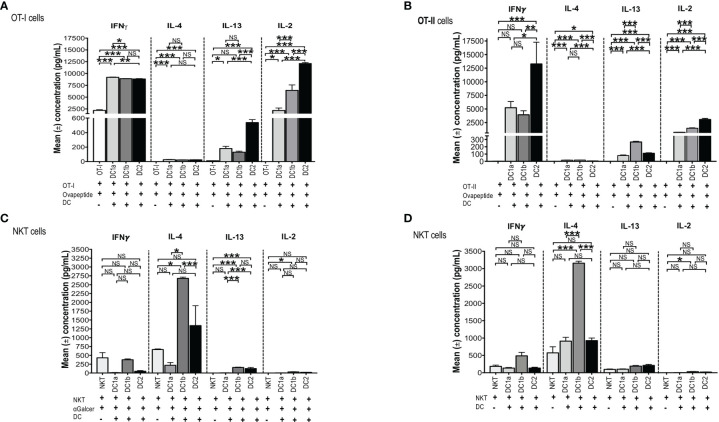
All 3 DC subsets can present Class I, and II MHC restricted OVA peptide antigens, but only DC1b cells present glycolipid antigens. **(A)** Mean concentrations of IL-2 (Right), IL-13 (Right Middle), IL-4 (Left Middle), and IFNγ (Left) in culture supernatants of FACS-sorted DC subsets (DC1a, DC1b and DC2) (1x10^4^ per well) from wild type untreated C57BL/6 mice that were cultured with OT-I restricted OVA_257-264_ peptide (1g/mL) and with CFSE-labelled OT-I CD8^+^ T-cells (1x10^5^ cells per well). In control experiments, CFSE-labelled OT-I CD8^+^ T-cells (1x10^5^ cells per well) were incubated with OVA_257-264_ peptide (1g/mL) but without DCs for 5 days. The concentrations of IL-4, IL-13, IL-2, IFN in culture supernatants was measured by Luminex. **(B)** Mean concentrations of IL-2 (Right), IL-13 (Right Middle), IL-4 (Left Middle), and IFNγ (Lef) in culture supernatants of FACS-sorted DC subsets (DC1a, DC1b and DC2) (1x10^4^ per well) from wild type untreated C57BL/6 mice that were cultured with OT-II restricted OVA_323-339_ peptide (10g/mL) with CFSE-labelled OT-II CD4^+^ T-cells (1x10^5^ cells per well). In control experiments, CFSE-labelled OT-II CD4^+^ T-cells (1x10^5^ cells per well) were incubated with OVA_323-339_ peptide (10g/mL) without DCs for 5 days. The concentrations of IL-4, IL-13, IL-2, IFN in culture supernatants was measured by Luminex. All data are representative of three independent experiments (6 mice per experiment). **(C, D)** Mean concentrations of cytokines in cultures of sorted DC1a (Pop 1), DC1b (Pop 2) and DC2 (Pop 3) (15x10^3^ cells/well) subsets incubated with sorted NKT cells (5x10^5^ cells/well) from untreated wild type BALB/c spleen cells. AlphaGalcer (α-galactosylceramide) (100ng/mL) was added to all cultures in **(C)** but not in **(D)**. Control cultures contained NKT cells with **(C)** or without **(D)** glycolipid but without DCs. Supernatants were harvested after 5 days, and concentrations were measured by Luminex. Data pooled from 2 or more independent experiments for a total of at least 10-12 mice per group, represented as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, NS, not significant (p > 0.05). One-way ANOVA (Holm-Sidak’s multiple comparison test) was used for statistical analysis.

In further experiments, we tested the ability of the 3 DC subsets to present a class II MHC restricted peptide to CD4^+^ OT-II T cells. **Figure 5B** shows that all 3 DC subsets stimulated robust secretion of IFN and IL-2 at levels that were comparable to those observed with OT-I cells (2,500-12,500pg/ml), and minimal secretion (<100pg/ml) of IL-4 or IL-13 (<300/pg/ml) consistent with the Th1 pattern observed with OT-I cells. The experiments with OT-II cells were repeated using ovalbumin protein instead of ovalbumin peptide. As shown in **Supplemental Figures 2A-D**, the Th1 pattern of OT-II cell immune response was similar when the protein was used instead of the peptide. In particular, the 3 DC subsets stimulated robust secretion of IFN gamma and IL-22 (>2,500pg/ml), and considerably less IL-2, IL-13, TNF alpha, and IL-17 (<1,000 pg/ml). The results indicate that all 3 DC subsets can process the protein for presentation to the OT-II T cells. Stimulation of the OT-I and OT-II cells by DCs pulsed with peptide or protein as measured by proliferation (CFSE dilution), indicated that all 3 subsets were effective inducers of proliferation (data not shown).

### The DC1b, but Neither the DC1a nor DC2 Subset, Presents Glycolipid to NKT Cells and Induces a TH2 Response

A previous study, showed that Batf-3 dependent CD8^+^ DCs were able to present a variety of glycolipids, including the potent activating Galcer glycolipid, to NKT cells *in vitro* and *in vivo*, but the Batf-3 independent DC2 cells could not (36). We hypothesized that the DC1b subset described above would be more potent than the DC1a and DC2 subsets in stimulating an immune response to the Galcer glycolipid after co-culture with purified NKT cells, since the DC1b subset expressed significantly higher levels of glycolipid antigen presenting molecule, CD1d, as compared to the DC1a and DC2 DC subsets (**Figure 2**).

To test this hypothesis, CD1dtetramer^+^ NKT cells were harvested from the spleens of BALB/c mice and cultured in the presence or absence of sorted BALB/c DC1a, DC1b, or DC2 cells in the presence of Galcer. **Figure 5C** compares the mean concentrations of IFN, IL-4, IL-13 and IL-2 from cultures of NKT cells and Galcer without or without the purified DC subsets. Only DC1b cells induced IL-4 (about 2,500 pg/mL) as compared to cultures lacking DCs. DC1b cells induced significantly higher levels of IL-4 as compared to DC1a and DC2 cells. DC2 cells failed to stimulate significantly increased production of IL-4 as compared to control cultures without DCs. **Figure 5C** shows that DC1b cells (but not DC1a) stimulated low levels of secretion of IL-13 (mean <100pg/ml) and IL-2 (mean <50pg/ml *in vitro* that were increased as compared to the background controls, but 25-50-fold less than IL-4.

Since, DCs are able to present constitutively expressed endogenous glycolipid antigens to NKT cells (48), the above experiments that tested the ability of DC subsets to stimulate cytokine secretion of purified NKT cells were repeated in the absence of Galcer. **Figure 5D** shows that the secretion of IL-4 induced by DC1b cells in the absence of Galcer was at least as robust as in the presence of Galcer. There was a highly significant increase in the mean concentration of IL-4 in NKT cell cultures with DC1b cells *versus* cultures with NKT cells alone (p<0.001). In addition, DC1a and DC2 cells failed to significantly increase IL-4 concentrations as compared to control cultures with NK T cells alone. A similar pattern was observed with IL-13 secretion; however, the concentrations were all below 200pg/ml. None of the 3 DC subsets induced robust NKT cell secretion of IFN or IL-2 (**Figures 5C, D**). In summary, only DC1b cells induced robust Th2 cytokine secretion by NKT cells that was predominantly polarized toward IL-4 in contrast to the TH1 pattern induced in OT-I and OT-II by all 3 DC subsets. The response of NKT cells induced by DC1b cells is likely due to endogenous glycolipid antigens.

### Slowing the Growth of B16-OVA Melanoma After Vaccination With OVA Loaded DC Subsets

Batf3 dependent CD8^+^CD103^+^ DC1 cells, present in the microenvironment of tumors, cross-present tumor antigens to CD8^+^ T cells in the regional lymph nodes, and are required to initiate an immune response to the tumor (9–11). It is unclear, whether the DC1 cells are also required to initiate an anti-tumor immune response when the tumor antigens are incorporated into a subcutaneous vaccination to treat a tumor. In order to determine whether tumor antigen pulsed DC1a, DC1b, and/or DC2 cells can be used as a vaccination to initiate an immune response and slow the growth of the subcutaneous B16-OVA melanoma tumor, the purified subsets were incubated with ovalbumin whole protein and injected subcutaneously twice into wild type BALB/c mice 4 and 2 weeks before injection of the tumor cells. **Figure 6** shows the growth of the subcutaneous tumors as measured by tumor volume on days 11, 15, 17 and 22 after tumor cell injection. Control wild type mice had no vaccination.

**Figure 6:**
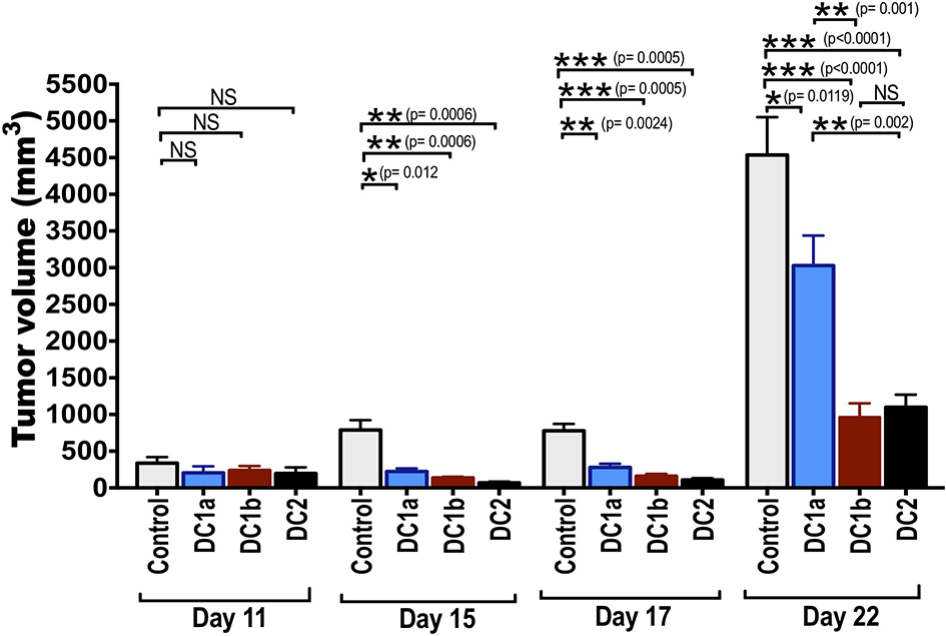
Tumor antigen-pulsed DC1b and DC2 cells are more effective than tumor antigen-pulsed DC1a cells at reducing tumor growth. Bar graphs depicting mean (+/-SE) tumor volumes in wild type C57BL/6 hosts monitored for 22 days. FACS-sorted DC subsets from wild type C57BL/6 mice were pulsed with whole OVA protein (500g/mL) *in vitro* for 1 hour, and then injected *in vivo* into wild type C57BL/6 hosts twice subcutaneously with a 2-week interval between injections. Hosts were then challenged with B16F10-ova tumor cells (5x10^4^ cells/mouse) injected subcutaneously on the flank of mouse 2 weeks after the second injection of OVA pulsed DCs, and the tumor volumes monitored over time. Control mice received tumor cells with no vaccination. Data are representative of two independent experiments. Each data point reflects data from 6-10 mice injected with FACS-sorted DC subsets pooled from 8-10 mice. One-way ANOVA (Holm-Sidak’s multiple comparison test) results are indicated as *P < 0.05, **p < 0.01, ***p < 0.001, NS, not significant (p > 0.05).

The tumor growth in control mice was rapid, and the mean tumor volume at day 22 was about 4500mm^3^. Experimental mice that were vaccinated with the 3 different subsets of DCs showed significant slowing of tumor growth with all 3 subsets as compared to control mice. When DC1a cells were used as the vaccination, the day 22 mean volume was reduced to 2500 mm^3^ (p<0.05), and when DC1b and DC2 cells were used the volumes were further reduced to about 1,200 and 1,000 mm^3^ respectively (p<0.001). The DC1b and DC2 cells were significantly (p<0.01) more effective in slowing tumor growth than the DC1a cells.

## Discussion

Our findings show that Batf3 dependent CD8^+^DC1 cells, which had been previously distinguished from DC2 cells by the expression of surface markers such as CD24 and XCR1 (6, 20) and the nuclear transcription factor Irf8 (4, 5), can be further divided by their surface phenotype, gene expression profile and function into two subsets that we have designated DC1a and DC1b. Both DC1a and DC1b cells expressed CD24, XCR1, CD8, and Irf8 but the levels of expression were significantly different, and the DC1b cells expressed significantly lower levels. DC1b cells expressed significantly higher levels of CD1d, CD103, and Tim-4 as compared to the DC1a cells. In contrast, the DC2 cells failed to express CD24, XCR1, CD8, and Irf8, but did express Irf4. The DC1a, DC1b, and DC2 subsets were clearly identified by flow cytometry in the lymphoid tissues including the spleen, skin draining lymph nodes, msLNs, and PBMC when MHCII+CD11c+ total DCs were further analyzed for the expression of CD8 *versus* CD172.

Interestingly, only the DC1b subset was clearly identified by flow cytometry among total DCs in the intestines. The results suggest a failure of the DC1a and DC2 subsets to migrate to the gut. Our continuing studies investigate the chemokine receptors and other trafficking molecules on all three subsets, and whether sorted DC1b cells from the intestines differ in their gene expression pattern and function from the sorted DC1b cells from the lymphoid tissues. It has been previously shown that almost all CD8+DCs in the intestines express CD103 (27). The latter is consistent with the current finding that only DC1b cells are present in the intestines, since DC1b cells expressed significantly higher levels of CD103 than the DC1a or DC2 cells. E-Cadherin was also highly expressed along with CD103 on the DC1b cells, and this is likely to promote interactions between these cells since E-Cadherin binds to CD103, and the heterodimers can modulate their immune functions (48).

Sorted DC1a, DC1b and DC2 cells from the spleen were compared for their gene expression patterns using RNAseq analysis. Differences in gene expression patterns predicted that the expression of E-cadherin and Ly6-D surface receptors also could be used to distinguish the subsets, and this was confirmed by surface staining. Despite the capacity of all 3 DC subsets to present peptide and protein antigens to OT-II CD4 T cells and OT-I CD8 T cells, only the DC1b subset with the highest level of expression of the CD1d was able to effectively present the Galcer or endogenous glycolipid antigens to NKT cells. This finding is consistent with the previously reported ability of CD8^+^DCs to present a variety of glycolipid antigens to NKT cells *in vitro*, whereas the CD8^-^DCs were ineffective (36, 37). Interestingly, the NKT cell response elicited by the DC1b cells showed a Th2 skewing made up predominantly of IL-4 with minimal IFN or IL-2 (27). This polarization is likely due to the low level of CD40 on the DC1b subset, since blocking of the CD40/CD40L interaction has been shown to result in a Th2 polarization of NKT cells (49).

The DC2 cells were also more effective than DC1 cells in eliciting immune responses after vaccination with OVA pulsed DC subsets to control the growth of the OVA-B16 melanoma tumor cells. DC1 cells have been studied extensively for their capacity to cross-present intracellular tumor antigens and viral antigens to CD8^+^ T cells in local lymph nodes to subsequently induce systemic immune responses (9). However, the role of DC1 *versus* DC2 cells in the context of the induction of immune responses after subcutaneous vaccination with tumor or viral antigens remains to be elucidated, since the antigens in vaccines can be taken up directly by DCs in local lymph nodes without the need for cross-presentation. In addition, DCs can be pulsed *in vitro* with these antigens. Previous studies showed that DC2 cells can be at least as effective as DC1 cells in the induction of anti-tumor immune responses after vaccination, and can generate anti-tumor CD4^+^ and CD8^+^ memory T cells (35).

In the current study, we found that vaccination with OVA pulsed DC1b and DC2 cells were more effective than the pulsed DC1a cells in controlling the growth of the OVA-B16 melanoma. The results suggest that the DC1b cells are more effective in generating memory T cells to OVA tumor antigen than DC1a cells in the context of vaccination. However, further studies are needed to compare the efficacy of the two subsets for antigen cross-presentation of tumor antigens in the tumor microenvironment. Tumor control is likely to involve DCs in the generation of memory T cells from the vaccination as well as cross-presentation of antigen by DCs in the tumor microenvironment. In conclusion, our studies showed that CD8^+^Batf3 dependent DC1 cells are comprised of DC1a and DC1b subsets that differ in their surface marker phenotype, gene expression patterns, and function from each other as well as from DC2 cells.

## Materials and Methods

### Mice

Adult 8- to 10-week-old male *Batf3^-/-^* BALB/c (H-2K^d^)^1^ mice, wild type C57BL/6 (H-2K^b^), and (C57BL/6-Transgenic (*TcraTcrb*)1100Mj) OT-I (CD8^+^ TCR-Tag specific for ovalbumin (OVA) derived SIINFEKL peptide) mice (41) were used for the studies. Transgenic C57BL/6-OT-II mice (B6. Cg *(TcraTcrb*) 425Cbn/J) with a CD4^+^TCR-Tag specific for OVA _323-339_ peptide, were used also. All mice were obtained from the Jackson Laboratory (Bar Harbor, ME) (42). *Ja18^-/-^* BALB/c mice were originally obtained through a material transfer agreement with Dr. Taniguchi of RIKEN Research, Japan. Wild type BALB/c (H-2K^d^), *Cd1^-/-^* BALB/c mice and *Ja18^-/-^* BALB/c mice (39) were bred in the Department of Comparative Medicine, Stanford University (Stanford, CA), and all mice were maintained in the Department according to institutional guidelines approved by the National Institutes of Health.

### Immunofluorescent Staining and Fluorescent Activated Cell Sorter Analysis

Staining procedures and flow cytometry analysis performed on FACS LSRII or Aria machines (Becton Dickinson, San Jose, CA) and have previously been described in detail (43). The Fluorochrome conjugated mAbs used for staining were purchased from Invitrogen (San Diego, CA), Biolegend (San Diego, CA), BD biosciences (San Jose, CA), Novus Biologicals (Littleton, CA), Bio-Rad (Hercules, CA) and R&D Systems, (Minneapolis, MN). The following reagents and antibodies were used for flow cytometry:

CD11c (clone: N418; HL3); CD8a (clone: 53-6.7); CD205 (DEC205)(clone: NLDC-145); MHCII (I-A/I-E)(clone: M5/144.15.2); TLR3 (clone: 40C1285.6); TLR3 (clone: 40C1285.6); TLR4 (clone: MTs510); CD16 (FcγRIIIA)(clone: 5B11); CD32B (FcγRIIB); CD11b (clone: M1/70); CD172a (SIRPa) (clone: P84); CD45R/B220 (clone: RA3-6B2); CD370 (CLEC9A, DNGR1, clone: 7H11), CD103 (clone: 2E7), Treml4 (clone: 16E5), TIM-4 (clone: RMT4-54); CD40 (3/23); Rae-1; CD69 (clone: H1.2F3); TCRb (clone: H57-597); CD24 (clone: M1/69); XCR1 (clone: ZET); TIM-3 (CD366, clone: RMT3-32); CD1d (clone: 1B1); Clec9A (DNGR1, clone: 7H11); CD4 (clone: GK1.5); CD207 (clone: 929F3.01); CD324 (E-cadherin, clone: DECMA); Ly6-D (clone: 49-H4); PDL-2 (clone: TY25) and PDL-1 (clone: MIH5). Cells were stained with monoclonal antibodies and aqua dye (Zombie Aqua, Biolegend, San Diego, CA), a dead cell exclusion dye prior to flow cytometry analysis as per the manufacturer’s protocol (eBioscience, BD biosciences). Phycoerythrin and allophycocyanin conjugated CD1d-tetramers were obtained from the National Institutes of Health (NIH) Tetramer Facility, Rockville, MD. FACS analysis used FlowJo Software.

### Isolation, Purification, and Co-Culture of OT-I, and OT-II T Cells

The C57BL/6 spleen cells from either OT-I or OT-II transgenic mice (Jackson Laboratory) were harvested, and the single cell suspensions lysed with ACK lysis buffer (0.15M NH_4_Cl, 1mM KHCO3, and 0.1mM Na_2_EDTA {pH 7.4]) for 2 min at room temperature. Subsequently, cells were purified using conventional CD8^+^ T cell or CD4^+^ T cell isolation kit by negative selection on MACS LS columns, and then CFSE-labeled (labeled with 2.5μM CFSE) (Molecular Probe, Invitrogen, Eugene, OR). The DC subsets were co-cultured with enriched CFSE-labeled CD8^+^ T or CD4^+^ T cells from OT-I or OT-II mice spleen respectively with or without Ovalbumin peptides (OVA_257-264_ (1g/mL), OVA_323-339_ (10g/mL) or whole OVA protein (1g/mL) in 96-well round bottom plates at a ratio of 1:10 (DCs: T cells) at 37C, 5% CO_2_ in Complete (10% FCS) RPMI medium for 5 days. After co-culture the culture supernatants were collected for cytokine analysis using Luminex, and the cells were stained for OT-I or OT-II proliferation analysis by flow cytometry. OVA peptides and whole OVA protein were purchased from Sigma-Aldrich (St. Louis, MO).

### Isolation and Purification of NKT Cells

Invariant NKT (iNKT) cells were isolated using a gating strategy as described in detail before (44). Briefly splenocytes from wild-type BALB/c mice were stained with glycolipid loaded PE-conjugated CD1d tetramers (National Institutes of Health, Tetramer Facility, Emory-Atlanta, GA), and PE-conjugated-Galcer loaded CD1d dimer-mouse IgG fusion protein (BD Biosciences, San Jose, CA). iNKT cells were enriched subsequently by incubating with anti-PE microbeads (Miltenyi Biotech, Auburn, CA), and passing through a magnetic column (Miltenyi Biotech). The cells were then stained with anti-TCR-FITC and sorted by FACS Aria II (Becton Dickinson). The purity of sorted iNKT cells (TCR^+^CD1d-tet^+^) was more than 97%. Sorted iNKT cells were then cocultured *in vitro* with DC subsets from untreated wild type BALB/c mice.

### Isolation, Purification, and *In Vitro* Irradiation of DC Subsets

The C5BL/6 spleen cells from wild type untreated mice were cut into pieces with scalpel blades, and then digested with collagenase solution at 37C for 30 min on a shaker. The digested spleen cells were filtered with a cell strainer (70μm), and then RBCs were lysed with lysis buffer. For sorting, Miltenyi Mouse Pan-DC enrichment kit was used to enriched CD11c^+^ cells by magnetic beads labeling and purification on a LS column. For sorting DC cell subsets, the enriched CD11c^+^ cells were stained with the following monoclonal antibodies; CD11c, B220, MHCII, CD8a, and CD172a. The sorted DC subsets (DC1a (Pop 1), DC1b (Pop 2), DC2 (Pop 3) used for antigen (Ova) presentation to OT-I T cells, were irradiated (3,000 rads) from a ^137^Cs source (J.L. Shephard & Associates, San Fernando; CA).

### Cytokine Quantification of Supernatants From Cultures of NKT Cells, OT-I and OT-II Cells

To determine cytokine production in culture supernatants, NKT cells were cultured (at 5x10^4^ cells/well) with DC subsets (at 1x10^4^ cells/well), or alone. In another study of antigen presentation, OT-I cells (CD8^+^ T cells; 1x10^5^ cells/well), or OT-II cells or were cocultured with DC subsets (at 1.5x10^4^ cells/well) or alone for 4 days at 37 °C under 5% CO_2_ in 96-well flat-bottomed plates (Falcon, Becton Dickinson, Franklin Lakes, NJ) in a volume of 0.2 ml in Complete (10% FCS) RPMI medium for 4 days. Cell-free supernatants were collected after centrifugation for protein analysis, while cell pellets were resuspended and stained for flow cytometric analysis. Supernatants were assayed for IL-4, IL-13, IL-2 and IFN protein amounts using Multiplex magnetic Bead Array kit (ThermoFisher Scientific, Waltham, MA), quantified using a MAGPIX instrument (Luminex Corporation, TX).

### *In Vitro* Stimulation of NKT Cells by Splenic DC Subsets

To assess the efficacy of the 3 DC subsets to stimulate NKT cell cytokine production, sorted iNKT cells from untreated BALB/c mice, and sorted DC subsets *(*DC1a, DC1b, DC2) obtained from untreated wild type BALB/c spleen cells were cultured alone or together or in some cultures, α-galactosylceramide (100ng/mL) was added. iNKT cells (5x10^4^ cells/well) and DC subsets (1.5x10^4^ cells/well) were cultured at 37C, 5% CO_2_ in Complete (10% FCS) RPMI medium for 4 days. After culture, the supernatants were harvested, and the concentrations of cytokines in supernatants were quantified using a MAGPIX instrument (Luminex Corporation, TX).

### *In Vitro* Stimulation OT-I CD8^+^ T Cells, and OT-II CD4^+^ T Cells by Splenic DC Subsets

To evaluate antigen presentation capabilities of sorted DCs, irradiated DC subsets (DC1a, DC1b, and DC2) were plated in a round bottom 96-well plate at concentration of 1x10^4^ per/well. Purified OT-I CD8^+^ T cells, or OT-II^+^CD4^+^ T cells were mixed with DC subsets at a ratio of 1:10 and cocultured for 4 days at 37C in 5% CO_2_ in Complete (10% FCS) RPMI media. In some wells, MHCI restricted ovalbumin specific peptide SIINFEKL (OVA peptide _257-64_), or MHCII restricted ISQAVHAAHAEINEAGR (OVA peptide _323-339_, recognized by transgene encoded TCR of OT-II^+^CD4^+^ T cells), or whole OVA protein were added to the cell cultures. DC subsets were cultured either alone or with OVA or with OT-I T cells or OT-II cells. OT-I T, OT-II or were also either cultured alone or with OVA peptides or with whole OVA protein in control cultures.

### *In Vivo* Immunization of Mice With OVA Protein Pulsed DC Subsets Prior to Tumor (B16F10-OVA Cell Line) Challenge

The ability of DC subsets to process and present antigen to naïve T cells *in vivo* to control OVA-specific tumor (B16F10-Ova) was compared. Sorted DC subsets were pulsed *in vitro* with whole OVA protein (500g/mL) for 1hr in 37C, 5%CO_2_ incubator. Pulsed DCs were then used to vaccinate naïve wild type C57BL/6 hosts 2 times in a 2-week interval at a dose of 2x10^5^ cells per mouse by intravenous injection of the tail vein.

Two weeks after the last vaccination with primed DC subsets, C57BL/6 hosts were injected subcutaneously into the flank with 5x10^4^ B16F10-OVA cells/mouse and monitored for tumor growth. B16F10-OVA cells were kindly provided by Dr. Darrell Irvine (Massachusetts Institute of Technology MIT (Cambridge, MA). The equation used to calculate tumor volume was as follows: tumor volume = length x width^2^ x 0.52. Mice were euthanized when the tumor diameter of the tumor mass reached 2 cm.

### RNA Sequencing Analysis

Total RNA was prepared by sorting enriched CD11c^+^ subsets; DC1a (Pop 1), DC1b (Pop 2) and DC2 (Pop 3) from spleen cells (1,000 cells per sample) into RLT Plus lysis buffer (Qiagen) and stored at –80 °C, and then processed using RNeasy Micro Plus kit (Qiagen) per the manufacturer’s protocol. Two biological replicates were used for DC1a, DC1b and DC2 RNA-seq. The RNA quality was assessed by Agilent 2100 Bioanalyzer (Agilent Technologies). cDNA synthesis and amplification were prepared using SMARTseq v4 UltraLow Input RNA kit (Takara Inc.). The cDNA library was further processed for bulk RNASeq using a KAPA HyperPlus library kit (Roche Inc.) followed by ligation of Illumina Adaptor tags (Illumina Inc.). Library were quantified and sequenced at Human Immune monitoring Core Center and Genomics/Microarray Core Facility at Stanford University on Illumina Hiseq 4000. 

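In the matrix of counts, the DC1a libraries held 28688091 and 25918886 counts, the DC1b libraries 21238676 and 25015091, and the DC2 libraries 24577470 and 19256447, for pools 1 and 2. Genes with a count numbered 19360 and 19610 in DC1a, 22283 and 22300 in DC1b, and 23305 and 22725 in DC2 cells. The 10 highest genes took 25.2% and 27.8% of the counts in DC1a cells, against 15.2% to 18.6% in the other 4 libraries. Mitochondrial genes took between 1.37% and 3.53%.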

Sequencing yielded 76 bp paired-end reads with a mean sequencing depth of 24.8 million paired-end reads/sample. Trimmomatic (version 0.36) (45) was used to remove adaptors from reads. Clean reads were then aligned to the *Mus musculus* transcriptome (GRCm38) using histat2(version 2.1.0) (46) and gene count matrix of those mapped uniquely to known mRNAs (GRCm38.84.gtf) were generated by stringtie (version 1.3.1c, prepDE.py function) (47). 

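The matrix lists 47729 genes by Ensembl identifier, of which 41095 had a count in at least 1 library. Symbols, positions and overlaps were taken from GENCODE release M21 of the same assembly, which holds 47224 of the identifiers, and the other 505 have no symbol or position here. How the counting treated reads of near-identical genes, and whether it used strand, cannot be read from the matrix.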

DESeq2 was used to carry out differential gene expression of pairwise comparisons between tissues with the same genotype and between genotypes in the same tissue.

### Statistical Analysis

Results from independent experiments were pooled, and all data were analyzed using Prism (GraphPad Software; VERSION 7) by comparison of means using unpaired two-tailed Student’s *t* tests. A difference of 0.05 was accepted as statistically significant. The data in all figures represent mean ± SEM to indicate variation within each experiment. One-way ANOVA (Holm-Sidak’s multiple comparison test) was used for statistical analysis. *-p<0.05; **-p<0.01; ***-p<0.001; NS-not significant (p>0.05). Statistical analysis for RNA-seq data is described above.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/GSE181475.

## Ethics Statement

The animal study was reviewed and approved by Stanford University IACUC and APLAC committee according to institutional guidelines approved by the National Institutes of Health.

## Author Contributions

DH designed and performed research, contributed vital analytical methods, collected, analyzed and interpreted data, and wrote manuscript. PZ helped perform RNA sequencing and gene expression analysis. SD helped perform tumor experiment. RP helped with Luminex analysis. EM helped design experiments. EE helped design experiments, and helped write manuscript. SS provided overall research supervision and wrote manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by grants from the National Institutes of Allergy and Infectious Diseases (R01CA23395801), and National Heart, Lung, and Blood Institute (PO1HL- 075462).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

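RNA was sequenced from dendritic cells sorted from the spleens of BALB/c mice. The 6 libraries behind the article come from DC1a, DC1b and DC2 cells of 2 pools of untreated mice. The same series holds 17 more libraries, which the article does not report: another sorted population (DC3 in the labels, CD8 negative with low CD172) of the untreated pools, and the 4 populations of 4 pools of mice labelled TLI. The labels do not expand TLI, which commonly stands for total lymphoid irradiation. The series has no DC2 library of TLI pool 2. By their labels the untreated libraries and TLI pools 1 and 2 were made in batch 1, and TLI pools 3 and 4 in batch 2. The 17 libraries are used in the section after this summary, in alternatives that draw on all 23 and in the ratio of Gstp2 to Gstp1.

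The authors aligned the reads with HISAT2 and derived the deposited estimated counts with StringTie and its accompanying script, which turns the coverage of transcripts into whole numbers of reads per gene for the annotation of Ensembl release 84. The design had assumed plain read counts, and the estimated counts were used as they are, since they are whole numbers without scaling for depth or length. Gene symbols and positions come from GENCODE release M21 on assembly GRCm38. It holds 47224 of the 47729 identifiers, and the 505 others stayed in the tests without a symbol.

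Depth ran from 19256447 to 28688091 counts in the 6 libraries of the article and from 21107794 to 36997890 in the 15 TLI libraries. A gene was taken as at the floor with 3 counts or fewer, and a fold computed from CPM against a group at the floor in all its libraries is given as a lower bound. A fitted log2 fold change against such a group, where one is printed, depends on how the fit treats counts of 0 and is not a measure of size. Floors and counting errors take each count as independent, which amplified reads are not.

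The analysis used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15. Counts were scaled by TMM and filtered with edgeR's filter on low expression, which left 15785 genes in the 6 untreated libraries, 15708 in the 11 TLI libraries of DC1a, DC1b and DC2 cells, 16676 in the 8 untreated libraries and 19597 in all 23. Differences were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the adjusted p. The standard error printed with a log2 fold change is its size divided by the root of the quasi-likelihood statistic. It is not a separate estimate, and against counts of 0 it does not measure the error of the fold. The untreated populations were compared in a single fit of 6 libraries. TLI libraries were fitted with a term for batch, and TLI was compared with untreated mice in a fit of all 23 libraries with that term, which is estimated from the TLI pools alone. The difference between TLI and untreated mice in a comparison of populations was tested as an interaction in that fit.

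Genes are named in the text by a fixed rule. In each comparison these are the 5 largest increases and the 5 largest decreases by the fitted log2 fold change. Only genes past the threshold, changed in the same direction in both pools and with a mean of at least 5 CPM, were ranked. The genes the article names were added. Normalized enrichment scores came from fgsea with 8 lists of pathway genes, whose p was adjusted over 24 pairs of list and comparison. Random lists, 10000 for each test, were matched on expression in 20 bins, or on expression, gene length and GC content. Principal components and correlations used log2 CPM with a prior count of 2.

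Pairing of the populations comes from the pool numbers in the sample labels, and the pool was added as a replicate block in an alternative fit. Residuals of DC1a and DC1b libraries of the same untreated pool correlated at 0.00584 over genes, and the block left 0 genes past the threshold in each of the 3 comparisons, with 2224, 2546 and 1906 at an unadjusted p under 0.05. Other alternatives were DESeq2's test, DESeq2's size factors (RLE), no filter, at least 10 counts in every library, fits of fewer or more libraries, other rankings and gene sets, limma's camera with a correlation of 0.01 between genes, other transformations and gene choices for components and correlations, and leaving out each library in turn. The fits were tested on simulated data. With the spread of the real duplicates edgeR's test recovered 64 of 200 changed genes with 1 false call, the fit with a block 61, and DESeq2 116 with 211 false calls. A list of genes raised in simulated counts was called up by fgsea in 20 of 20 draws, a lowered list was called down in 20 of 20, and a list left alone was called in 2 of 20. Flow cytometry, culture and in vivo experiments of the article are outside the sequencing data and were left out.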

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

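The tests of marker lists for other cell types in the untreated DC1b libraries were set before their results were seen, and every other test below was chosen only after the result it concerns was seen. The marker lists were written in advance from general knowledge of each cell type.

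Among 34 genes typical of plasmacytoid dendritic cells, a signal outside the genes the paper discusses, all 34 were higher in untreated DC1b cells than in the mean of DC1a and DC2 cells. The median log2 difference was 5.80, at percentile 100 of 10000 random lists matched on expression. In DC1b versus DC1a cells 13 of the 34 were past the threshold genome-wide, each higher in DC1b. The mean log2 CPM of the list was 7.38 and 7.83 in the DC1b libraries and at most 3.76 in the other 6 untreated libraries. Lists matched on gene length and GC content as well left it at percentile 100, the 19 genes outside multigene families had a median of 5.49, the lower of the pools had 5.07, and DESeq2's size factors gave 5.82, so none of these technical explanations accounts for it. Plasmacytoid dendritic cells in the DC1b gate remain a candidate explanation. So does a program shared by DC1b cells themselves, and libraries of many cells cannot tell the 2 apart. By flow cytometry, the paper lists B220 in its lineage gate and reports that DC1b cells were largely lost in Batf3-/- mice. The libraries test neither.

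Lists for other cells were tested in the same way in the untreated DC1b libraries. The B cell list lay at percentile 99.99 and the T cell list at 99.28, with medians of 2.11 over 14 genes and 2.19 over 8 genes, while the lists of natural killer cells (27.54), monocytes and macrophages (95.92) and neutrophils (81.5) lay under the percentile set for a list apart. In single pools the B cell list reached it in pool 2 (100) and not in pool 1 (94.35), the T cell list in neither (78.29 and 97.0), and the neutrophil list in pool 1 (99.0) and not in pool 2 (28.1). RNA of B cells or T cells may be present in the DC1b gate. The list of classical dendritic cell type 2 genes, for which no explanation was tested, lay at percentile 100 in both pools together and in each pool, with a median of 1.36. Its mean log2 CPM was 5.02 in DC1b, 5.83 in DC2 and 1.30 in DC1a cells.

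In the TLI mice, which the paper does not report, 238 genes were past the threshold in DC1b versus DC1a cells (218 higher, 20 lower), 447 in DC2 versus DC1a cells (307 higher, 140 lower) and 14 in DC2 versus DC1b cells (all lower). For each of the 3 comparisons 1 of the 8 splits, the real one, gave as many genes. The other splits swap the populations within pools, so that each still parts the same-numbered pairs, and they gave 0 genes except for 1 gene in a split of DC2 and DC1b with pools 1 and 4 swapped. With 8 splits the share cannot fall under 0.05, so a chance division of the libraries cannot be told apart from the populations by this count. Of the 160 untreated calls in DC1b versus DC1a cells, 154 were in both fits, 137 had the same direction in TLI mice and 53 were also past the threshold there. For DC2 versus DC1a the numbers were 281 of 282, 270 and 115, and for DC2 versus DC1b 43 of 45, 33 and 0 (1465 genes were at an unadjusted p under 0.05 in that TLI comparison). The log2 fold changes in untreated and TLI mice correlated over genes, which are not independent replicates, at 0.324, 0.404 and 0.12.

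Between TLI and untreated mice, 2 genes were past the threshold in DC1a cells, 81 in DC1b (39 higher and 42 lower in TLI), 12 in DC2 and 5 in DC3. Named after their values were seen, the 2 in DC1a are Ms4a6d (higher in TLI) and Igkv8-16 (lower), and the 5 in DC3 are Ms4a6d and Tada1 (higher) and Igkv8-16, Gm37472 and Rn7sk (lower). Of the DC1b increases with a mean of at least 5 CPM, the largest fitted values were those of Rhd, Hbb-bs, Hbb-bt, Fn1 and Mtrf1l. Hemoglobin genes, among them Hbb-bs and Hbb-bt, took 0.195% to 6.21% of counts in TLI DC1b libraries. In untreated DC1b libraries they took 0.00746% and 0.0109%. Whether red blood cell RNA explains part of the 81 was not tested. Within batch 1, 80 of the 81 DC1b genes had the same direction and at least 1 log2 unit. The libraries compared there share a batch, so a difference between sequencing batches does not produce those values. The genes were chosen in a fit that holds these libraries, so the count is not an independent test and cannot tell TLI from chance in them.

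Differences between populations that themselves differed between TLI and untreated mice, by a test of the interaction, numbered 7 in DC1b versus DC1a, 5 in DC2 versus DC1a and 24 in DC2 versus DC1b. The 5, named after their values were seen, are Gstp2, Cul4b, Clec9a and Vim (positive) and Cd180 (negative). All 7 of the first comparison had the same direction within batch 1, which is not an independent test for the reason above and cannot rule out chance in these libraries. The monocyte and macrophage list had a median interaction of 2.29, at percentile 100, so monocyte and macrophage RNA in the TLI DC1b gate is a candidate explanation of part of it.

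Neutrophil genes, 14 of them, had a median log2 difference of 10.7 between TLI and untreated DC1b cells, at percentile 100 of matched random lists, and the monocyte and macrophage list had 5.25, also at percentile 100. Within batch 1 the neutrophil median was 10.3, so a difference between sequencing batches does not account for it. In DC1b cells all 4 TLI pools scored above both untreated libraries, from 1.96 to 6.83 (mean log2 CPM) against at most -0.84 for neutrophils and from 3.95 to 7.38 against at most 2.32 for monocytes and macrophages. In the fit of all 23 libraries the neutrophil list was also higher in TLI DC1a (5.77), DC2 (6.02) and DC3 (4.00), the monocyte and macrophage list in DC1a (2.14), DC2 (3.70) and DC3 (1.24), and the natural killer cell list in DC1a (8.51), DC1b (6.68), DC2 (7.93) and DC3 (2.82). With the batch term estimated from the TLI pools alone, these medians are estimates for batch 1 and need not hold in batch 2. Neutrophil genes summed to 1.03 and 20.4 CPM in untreated DC1b cells and to at most 3.55 CPM in untreated DC1a and DC3. The neutrophil medians are therefore not measures of size. Neutrophil scores in TLI DC1a were -2.73 to -1.39, against -3.66 and -3.22 in untreated mice. In DC3 they were -2.94 to -0.763, against -3.59 and -3.48, and in DC2 -1.08 to 2.84, against -2.53 and -1.43. In the libraries of batch 1 alone, the DC1b median was 3.92 for natural killer cells (12 genes) and 5.5 for monocytes and macrophages. The natural killer cell value of 6.68 in DC1b therefore depends on the fit. Natural killer cell scores in TLI pools 3 and 4 were -1.24 and -1.94 in DC1b, against -1.20 and -2.26 in untreated mice, and -1.86 and -2.67 in DC2, against -1.83 and -1.96. In DC3 they were 0.002 and -1.16, lower than the untreated 1.70 and 1.94. In DC1a they were -0.80 and -1.68, higher than the untreated -1.90 and -2.24. Monocyte and macrophage scores in these pools were -0.32 and -0.39 in DC3, against 0.05 and 0.62, and 1.28 and 0.60 in DC1a, against 0.90 and 1.10. The interaction of DC1b versus DC1a was 2.52 for the neutrophil list (percentile 99.56). RNA of neutrophils and of monocytes and macrophages in the TLI DC1b gate is a candidate explanation of the DC1b values, and it cannot be told apart from expression by the sorted cells after TLI.

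The plasmacytoid list had an interaction of -2.70 between TLI and untreated mice in DC1b versus DC1a cells, at percentile 0, and a difference of -3.15 between TLI and untreated DC1b cells. Within batch 1 it was -3.03, so the batch does not account for it. Dilution by RNA of other cells would lower the classical dendritic cell type 1 list too, and that list had 1.30. TLI DC1b libraries were deeper, with a ratio of median totals of 1.32, so depth does not account for it. Fewer plasmacytoid dendritic cells in the gate after TLI, or lower expression of the list, may explain it, and the TLI cells are mixed with the signals above.

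The other sorted population, DC3, differed from DC1a cells in 23 genes (16 higher, 7 lower), from DC1b in 50 (11 higher, 39 lower) and from DC2 in 169 (80 higher, 89 lower). Relative to the other 3 populations the natural killer cell list had a median of 5.82 (percentile 100) and the B cell list 1.34 (percentile 99.96). The T cell list had 1.56 (percentile 99.62). The classical dendritic cell type 1 list had 1.12 (percentile 100), and no explanation was tested for that list. RNA of natural killer cells, B cells and T cells in the DC3 gate is a candidate explanation of part of the 23, 50 and 169 genes. No biological explanation was tested.

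Single libraries were compared with the others in groups of 4, by the gap to the nearest library as a share of the group's range. Of 44 groups, 4 had a library apart, where chance gives about 5 in 100. Pool 1 of TLI DC3 had 21218 genes detected against 18362 in the next (ratio 0.848). Its total ranked 4 of the 4 libraries, so higher depth of that library does not account for it. Hemoglobin took 13.3% of its counts, against 0.0382% to 1.92% in the other TLI DC3 pools. Its T cell score (3.90) and natural killer cell score (4.98) were the highest of these pools. Whether RNA of other cells accounts for its number of genes was not tested. In pool 1 the 10 highest genes took 27.43% of counts in TLI DC1a (ratio 0.867) and 22.76% in TLI DC1b (ratio 0.873). Hemoglobin took 11.1% and 6.21% of counts in these libraries. Without the hemoglobin genes the ratio was 0.273 in TLI DC1a, so red blood cell RNA is a candidate explanation there. In TLI DC1b it was 0.816, and pool 1 stayed at 21.36% against 17.99% to 18.61% in the other pools, so red blood cell RNA accounts for at most part of that difference. Cdh1 had 7.23 CPM in pool 2 of TLI DC1a and no count in the other 3 pools (ratio 1), for which no explanation was tested. In TLI DC1b cells Cdh1 had a mean of 0.417 CPM and at most 0.819 CPM. With the same scaling over all 23 libraries, untreated DC1b cells had a mean of 33.3 CPM. The higher Cdh1 RNA of DC1b than of DC1a cells was therefore not seen in the TLI libraries.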

How the results depend on the processing

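The alternatives were set before the data were examined, and none was added later. The cause was not tested for any change given here.

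DESeq2 gave 1825, 2324 and 1563 genes past the threshold in DC1b versus DC1a, DC2 versus DC1a and DC2 versus DC1b cells, against 160, 282 and 45. No filter gave 373, 564 and 248, and at least 10 counts in every library gave 353, 843 and 217, which include 127, 233 and 33 of the genes called with edgeR's filter. The 4 libraries of the populations compared gave 0 (3025 at an unadjusted p under 0.05), 192 and 0 (1944), and all 23 libraries 164, 375 and 78. With the pool as a replicate block there were 0, 0 and 0 (2224, 2546 and 1906 unadjusted). DESeq2's size factors gave 168, 276 and 46, of which 157, 266 and 45 were shared, and moved the median log2 fold change of all genes from 0.08 to 0.13 in both comparisons with DC1a. Every gene called had changed by at least 1 log2 unit, so that threshold could not move the counts. Leaving out a library was not done for these counts, since it leaves 1 library in a population.

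Ly6d in DC1b versus DC2 cells was past the threshold with DESeq2 (log2 fold change 11.01) and with no filter (10.96). Cdh1 was no longer past it with 4 libraries (12.74), all 23 libraries (12.84) or the block (12.71), nor Cd207 with the block (11.69). DC1a cells had no count of Cdh1, so its fitted values are not measures of size. Across 4 fits that each left out a library, Cd207 ran from 10.65 to 17.38 and Ly6d from 9.90 to 15.17. At least 10 counts in every library removed all 3 genes, so that alternative gives no value for them. Of the results for other named genes, 463 stayed on their side, 62 became past the threshold, 95 were no longer past it, and 2 reversed, Timd4 in DC2 versus DC1a (-0.72) and Ly75 in DC2 versus DC1b (0.048), both with the block.

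Scores of gene lists stayed on their side in 118 results, and 27 were weaker, 3 stronger and 8 reversed. Ranked by log2 fold change, DC1b versus DC1a scores were 0.98 for type I interferon, 0.82 for interferon gamma (reversed), 1.26 for inflammation, 1.35 for allograft rejection and -1.22 for Myc. In DC2 versus DC1a they were 1.02 for IL-2, 1.24 for interferon gamma, 1.30 for inflammation and 1.05 for allograft rejection. In DC2 versus DC1b they were -1.09 for IL-2 and -1.14 for allograft rejection (both reversed), 1.20 for interferon gamma, 0.98 for inflammation and -0.38 for oxidative phosphorylation. The DESeq2 Wald ranking gave 1.43 for TNF (now past the threshold) and 1.15 for interferon gamma (reversed) in DC1b versus DC1a, and DESeq2's size factors gave 1.36 and 1.14 with the same changes. With the block, type I interferon scored 1.33 (no longer past it) and interferon gamma -1.32 (now past it) in DC1b versus DC1a. With 10 counts in every library, DC1b versus DC1a gave 1.37 for type I interferon and 1.39 for inflammation, and type I interferon 1.23 in DC2 versus DC1a and -0.90 (reversed) in DC2 versus DC1b. Reactome sets gave 1.15 for interferon gamma in DC1b versus DC1a and -1.34 for type I interferon in DC2 versus DC1b (both reversed), and 1.35 for interferon gamma and 1.44 for IL-2 in DC2 versus DC1b (no longer past it).

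By limma's camera, the adjusted p in DC1b versus DC1a was 0.595 for type I interferon, 0.652 for inflammation and 0.321 for allograft rejection (ranges over the alternatives 8.04e-05 to 0.618, 0.0244 to 0.652 and 0.000267 to 0.321). In DC2 versus DC1a it was 0.0917 for IL-2, 0.207 for type I interferon and 0.177 for interferon gamma (8.04e-05 to 0.538, 0.00765 to 0.207 and 0.000277 to 0.177). In DC2 versus DC1b it was 0.0965 for IL-2, 0.0717 for inflammation, 0.329 for allograft rejection and 0.595 for oxidative phosphorylation (0.000451 to 0.463, 9.30e-05 to 0.618, 0.000892 to 0.341 and 9.61e-07 to 1).

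Across 4 fits that each left out a library, scores in DC1b versus DC1a ran from 1.17 to 1.33 for TNF and -1.07 to 1.39 for IL-2. Type I interferon ran from -1.24 to 1.61, interferon gamma from -1.73 to 1.28 and inflammation from 1.09 to 1.43. Allograft rejection ran from 1.46 to 1.66, Myc from -2.44 to -1.87 and oxidative phosphorylation from -2.62 to -2.29. In DC2 versus DC1a scores ran from 2.40 to 2.46 for TNF, 1.23 to 1.66 for IL-2 and 1.35 to 1.58 for type I interferon. Interferon gamma ran from 1.43 to 1.67, inflammation from 1.66 to 1.85 and allograft rejection from 1.59 to 1.77. Myc ran from -2.24 to -2.03 and oxidative phosphorylation from -2.69 to -2.46. In DC2 versus DC1b scores ran from 2.38 to 2.57 for TNF, -1.03 to 1.77 for IL-2 and -0.99 to 1.93 for type I interferon. Interferon gamma ran from 1.55 to 2.11, inflammation from 1.46 to 1.74 and allograft rejection from 1.29 to 1.55. Myc ran from -1.25 to 1.02 and oxidative phosphorylation from -1.58 to -0.97.

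PC1 and PC2 took 32.1% and 24.2% of the variance with scaled genes, 39.9% and 37.8% with the 500 most variable genes, 46.5% and 40.6% after the variance stabilizing transformation, and 23.3% and 19.9% with 8 libraries, and PC1 28.6% with every gene. Without each library in turn they ran from 34.1% to 36.0% and from 24.5% to 31.9% over 6 fits. The highest correlation between populations was 0.783 by Spearman's rho, 0.881 with every gene and 0.0177 with the 500 most variable, and the lowest within a population 0.879 and 0.511 with the last 2. The former ran from 0.768 to 0.773 when each library was left out.

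In TLI mice DESeq2 gave 1283, 2070 and 733 genes, the pool as a replicate block 148, 242 and 6, and no batch term 255 in DC2 versus DC1a. Across 4 fits without each pool in turn the counts ran from 56 to 160, 113 to 277 and 3 to 5. TLI versus untreated gave 732, 1230, 867 and 711 genes with DESeq2 in DC1a, DC1b, DC2 and DC3, 0 (1163 unadjusted), 200, 26 and 13 with 10 counts in every library, and 0 (759 unadjusted), 19, 7 and 2 with no batch term. Batch 1 libraries alone gave 4 in DC1b, 7 in DC2 and 2 in DC3. Interactions numbered 518, 543 and 744 with DESeq2, 0 (1842 unadjusted) in DC1b versus DC1a and 7 in DC2 versus DC1b in batch 1, and 3 in DC2 versus DC1a and 13 in DC2 versus DC1b with the pool within treatment as a block. DC3 versus DC1a, DC1b and DC2 gave 950, 1279 and 1944 with DESeq2 and 0 (1668 unadjusted), 2 and 69 with the block, and the first 2 gave 36 and 77 with all 23 libraries.

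Depth limits genes near 3 counts, where a fitted fold is not a measure of size. DESeq2's larger counts stand beside 211 false calls among 327 on simulated data.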

Differences from the paper's values

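No value computed here differs from a value the paper states by the criterion used, a difference beyond the error together with a factor over 1.5. PC1 took 30.1% of the variance against the paper's 40%, and PC2 28.2% against the paper's 29%. Among the alternatives set before the data were examined, PC1 differs by that criterion only with the 8 untreated libraries (23.3%), and came to 39.9% with the 500 most variable genes.

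The paper states that TNF and IL-2 signaling are enriched in DC1b relative to DC1a cells. The TNF list scored 1.28 and the IL-2 list 1.19, neither past the threshold. TNF was past it with DESeq2's size factors (1.36) and with the DESeq2 Wald ranking (1.43), and IL-2 in none of 7 alternatives. The paper lists interferon alpha with other pathways as raised in DC2 cells relative to DC1a or DC1b cells, without assigning each pathway to a comparison. The type I interferon list was past the threshold relative to DC1a (1.51), while relative to DC1b it scored 1.19 and was past the threshold in none of 7 alternatives. For Ly6d, which the paper describes as higher in DC1b than in DC2 cells, the log2 fold change was 10.95 and not past the threshold, and it was past it with DESeq2 (11.01) and with no filter (10.96).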

Other observations

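The test of gene copies and the tests of gene length below were chosen only after the result was seen.

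Gstp2 had no count in the untreated DC2 libraries, while its near-identical neighbor Gstp1 had 2175 and 4293. In the 21 libraries with Gstp2 counts the ratio of the genes was 0.164 to 0.235, with an SD of its log2 of 0.138, so reads shared between paralogs are a candidate explanation. How such reads were counted was not tested, and the paper describes uniquely mapped reads. The large values of Gstp2 in comparisons with untreated DC2 cells may follow from it. No biological explanation was tested.

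In DC1b versus DC1a cells the medians of the Myc target and oxidative phosphorylation lists each lay at percentile 0 of matched random lists. Matching was on expression, gene length and GC content together, which do not fully account for the lower lists. The random lists matched to oxidative phosphorylation were themselves lower (-0.37 to -0.07, against a list median of -0.53). Those matched to the Myc list ran from -0.14 to 0.13 around no change. For oxidative phosphorylation the matched features may account for part, and the random lists cannot show which feature does. With DESeq2's size factors the Myc list scored -2.15 and the oxidative phosphorylation list -2.54 in the same comparison. The choice of TMM scaling therefore does not account for the lower lists. Technical explanations beyond these were not tested.

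T cell genes scored 1.19 to 3.90 (mean log2 CPM) in the 7 TLI libraries of batch 1, -2.70 to -0.99 in the 8 of batch 2 and -2.76 to -0.01 in the 8 untreated libraries. An effect of TLI in every pool would raise batch 2 as well, and 0 of its libraries scored above the highest untreated library, which is of DC3 cells. Within DC1a (-2.35 and -2.70 against -2.15 and -2.30) and DC1b (-1.40 and -2.14 against -1.28 and -1.19), batch 2 scored below both untreated libraries. Within DC2 it scored above both (-2.05 and -1.72 against -2.06 and -2.76). Within DC3 it did not exceed the higher (-2.41 and -0.99 against -0.01 and -1.30). A small effect in DC2 is therefore not ruled out. A difference between sequencing batches would raise the untreated libraries of batch 1, and the gap to them was 1.21. RNA of T cells in TLI pools 1 and 2 may remain as an explanation.

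Some genes of proteins that the paper names were compared as RNA in DC1b versus DC1a cells. For CD1d, CD103 and Tim4, which the paper finds higher on DC1b than on DC1a cells by flow cytometry, the RNA was lower in DC1b. Cd1d1 had a log2 fold change of -1.24, Itgae 34.8 CPM in DC1a against 0.513 CPM in DC1b cells and Timd4 1.11 CPM against no count, none past the threshold, though Cd1d1 and Itgae were past it with DESeq2, also lower in DC1b. Irf4 had 7.58 CPM in DC1a and 73.7 CPM in DC1b cells and Irf8 a log2 fold change of 0.55, neither past the threshold, though Irf4 was past it with DESeq2. Batf3 (-2.91) and Xcr1 (-2.63) were lower in DC1b and past it. RNA and protein were not compared in the same cells.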
